# Redefining the Foreign Antigen and Self-Driven Memory CD4^+^ T-Cell Compartments *via* Transcriptomic, Phenotypic, and Functional Analyses

**DOI:** 10.3389/fimmu.2022.870542

**Published:** 2022-05-30

**Authors:** Takeshi Kawabe, Thomas Ciucci, Kwang Soon Kim, Shunichi Tayama, Akihisa Kawajiri, Takumi Suzuki, Riou Tanaka, Naoto Ishii, Dragana Jankovic, Jinfang Zhu, Jonathan Sprent, Rémy Bosselut, Alan Sher

**Keywords:** CD4^+^ T lymphocytes, memory, homeostasis, innate immunity, phenotypic analysis

## Abstract

Under steady-state conditions, conventional CD4^+^ T lymphocytes are classically divided into naïve (CD44^lo^ CD62L^hi^) and memory (CD44^hi^ CD62L^lo^) cell compartments. While the latter population is presumed to comprise a mixture of distinct subpopulations of explicit foreign antigen (Ag)-specific “authentic” memory and foreign Ag-independent memory-phenotype (MP) cells, phenotypic markers differentially expressed in these two cell types have yet to be identified. Moreover, while MP cells themselves have been previously described as heterogeneous, it is unknown whether they consist of distinct subsets defined by marker expression. In this study, we demonstrate using combined single-cell RNA sequencing and flow cytometric approaches that self-driven MP CD4^+^ T lymphocytes are divided into CD127^hi^ Sca1^lo^, CD127^hi^ Sca1^hi^, CD127^lo^ Sca1^hi^, and CD127^lo^ Sca1^lo^ subpopulations that are Bcl2^lo^, while foreign Ag-specific memory cells are CD127^hi^ Sca1^hi^ Bcl2^hi^. We further show that among the four MP subsets, CD127^hi^ Sca1^hi^ lymphocytes represent the most mature and cell division-experienced subpopulation derived from peripheral naïve precursors. Finally, we provide evidence arguing that this MP subpopulation exerts the highest responsiveness to Th1-differentiating cytokines and can induce colitis. Together, our findings define MP CD4^+^ T lymphocytes as a unique, self-driven population consisting of distinct subsets that differ from conventional foreign Ag-specific memory cells in marker expression and establish functional relevance for the mature subset of CD127^hi^ Sca1^hi^ MP cells.

## Introduction

Conventional CD4^+^ T lymphocytes are classically divided into two main compartments in the steady state: naïve (CD44^lo^ CD62L^hi^) and memory (CD44^hi^ CD62L^lo^) cells. The latter cell population is thought to comprise a mixture of “authentic” memory cells derived from naïve T lymphocytes responding to explicit stimulation with foreign antigens (Ags), together with cells of a similar phenotype that are formed from naïve precursors independently of foreign Ag recognition (1–3). While the function of these foreign Ag-independent “memory-phenotype (MP)” T cells is not fully understood, we have recently shown that they are able to exert innate immune function. Thus, MP CD4^+^ T cells can contribute to host defense against *Toxoplasma* infection by producing IFN-γ in response to IL-12 in the absence of Ag recognition (4, 5). Based on these findings, we proposed that together with their CD8^+^ counterparts [referred to as virtual memory (T_VM_) cells], CD4^+^ MP T cells are participants in the lymphocyte-mediated innate immunity known to be provided by natural killer (NK) and innate lymphoid cells as well as unconventional T lymphocytes such as NKT and mucosal-associated invariant T cells (6–10).

Because of the abovementioned phenotypic similarities between CD4^+^ MP and foreign Ag-specific memory cells, MP T lymphocytes were initially presumed to represent memory cells specific for foreign Ags derived from commensal microflora and/or food (1–3). Moreover, while previous studies attempted to define signals that are essential for the maintenance and survival of MP cells (11–13), most of the findings on the properties of these cells have proven to be equally applicable to foreign Ag-specific memory cells (12, 14, 15). Hence, the question of whether MP cells do indeed represent a phenotypically distinct cell population has remained unclear.

Nonetheless, there is accumulating evidence suggesting that MP and foreign Ag-specific memory cells arise from different developmental pathways. Traditionally, the generation of CD4^+^ MP cells was studied using lymphopenic animals such as irradiated or gene-manipulated mice (16–20). When naïve T lymphocytes are transferred to such animals, a few clones can generate robust proliferative responses as a result of homeostatic proliferation and acquire a memory phenotype even in the absence of explicit foreign Ag recognition. More recently, we showed that this homeostatic expansion can be driven in physiologic, lymphoreplete conditions as well (4). Thus, when transferred to lymphosufficient hosts, some naïve cells proliferate to generate a CD44^hi^ CD62L^lo^ phenotype in an Ag-recognition- and CD28-dependent fashion. Because these MP cells are equally present in unimmunized specific pathogen-free (SPF) and germ-free (GF) mice (4), self Ags are thought to be the major stimulus for their steady-state development as opposed to foreign Ags that induce conventional memory T lymphocytes. Moreover, once generated, MP cells further differentiate into an innate T-bet^+^ subset in the presence of IL-12 tonically produced by type 1 dendritic cells (5). Because this cytokine production occurs in the absence of foreign agonist-derived stimuli, T-bet^+^ MP differentiation is considered to be a self-dependent process, unlike conventional Th1 development where foreign agonist-induced IL-12 plays a critical role (21).

In addition to being expanded by different agonists, MP and foreign Ag-specific memory T cells are known to be maintained differently once generated. Thus, in a lymphopenic environment, MP cells display two different types of homeostatic proliferation referred to as slow and fast cell division, while foreign Ag-specific memory T lymphocytes exhibit a homogeneous mild rate of proliferation (12). This suggests the involvement of distinct mechanisms for MP maintenance. Under more physiologic, lymphosufficient conditions, foreign Ag-specific memory T lymphocytes are known to be quiescent (15, 22). By contrast, more than 30% of MP cells are in the cell cycle at any given time point during homeostasis (22), and during a 4-week period, ~60% have divided at least once (23). These observations suggest that MP T lymphocytes in the steady state are maintained as two different (rapidly expanding and more quiescent) subpopulations in contrast to foreign Ag-specific memory cells that divide infrequently, again supporting the concept that MP cells are qualitatively distinct.

In the present study, we have employed transcriptomic and phenotypic analyses to address the unresolved issue of whether MP and foreign Ag-specific memory CD4^+^ T lymphocytes are distinguishable from each other. Our data identify CD127, Sca1, and Bcl2 as key markers differentially expressed in these two cell populations and demonstrate the use of these markers in defining a previously unappreciated functional heterogeneity within the MP population.

## Results

### Memory-Phenotype CD4^+^ T Lymphocytes Consist of Four Subpopulations Based on CD127 and Sca1 Expression, While Foreign Antigen-Specific Memory Cells Are All CD127^hi^ Sca1^hi^

In the case of CD8^+^ T lymphocytes, the population of CD44^hi^ CD62L^lo^ but not CD44^hi^ CD62L^hi^ cells expands in response to immunization with foreign Ags (24). Indeed, the former cell compartment is large in feral mice while small in animals housed under SPF conditions (25). As a first step in comparing MP CD4^+^ T lymphocytes with foreign Ag-driven memory cells, we wished to determine if a similar foreign Ag-driven expansion of the CD44^hi^ CD62L^lo^ population occurs in CD4^+^ T cells as well. To do so, we infected SPF C57BL/6 mice with lymphocytic choriomeningitis virus (LCMV) Armstrong and waited for 6 weeks to generate foreign Ag-specific memory cells defined by tetramer staining. The CD44^hi^ CD62L^lo^ but not CD44^hi^ CD62L^hi^ CD4^+^ T-cell fraction was found to be significantly larger in infected versus uninfected control animals, while the naïve (CD44^lo^ CD62L^hi^) cell compartment if anything was decreased in size (**Figure 1A**). As expected, viral Ag GP66-specific as well as NP309-specific memory CD4^+^ T cells were detected exclusively in the infected CD44^hi^ CD62L^lo^ cell population (**Figures 1B**, **Figure S1A**). These findings suggested that the CD44^hi^ CD62L^lo^ CD4^+^ T-cell population seen in infected animals represents a mixture of preexisting MP cells and LCMV-driven foreign Ag-specific memory cells.

**Figure 1:**
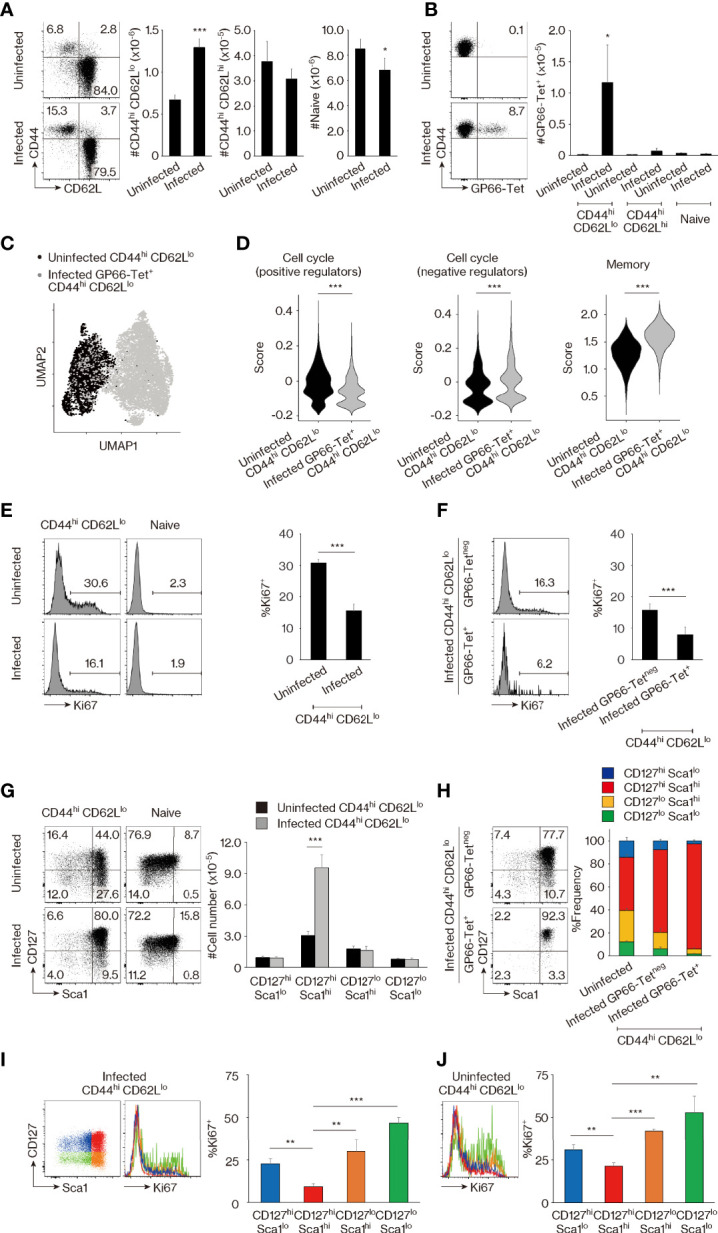
CD44^hi^ CD62L^lo^ CD4^+^ T lymphocytes represent a mixture of memory-phenotype (MP) and foreign antigen (Ag)-specific memory cells. **(A, B)** CD44^hi^ CD62L^lo^ CD4^+^ T-cell population size is larger in lymphocytic choriomeningitis virus (LCMV)-infected versus uninfected mice because of the presence of foreign Ag-specific memory cells. **(A)** The representative dot plots show CD44 and CD62L expression in Foxp3^neg^ CD4^+^ T lymphocytes from uninfected and infected animals, while the bar graphs indicate the number (mean ± SD) of CD44^hi^ CD62L^lo^, CD44^hi^ CD62L^hi^, and CD44^lo^ CD62L^hi^ (naïve) cells in the same T-cell population (n = 5 mice). **(B)** Dot plots displaying GP66-tetramer binding in CD44^hi^ CD62L^lo^ CD4^+^ T lymphocytes from each group as well as a bar graph indicating the number (mean ± SD) of GP66-tetramer^+^ cells in the indicated cell populations are shown (n = 5 mice). Data are representative of 3 independent experiments performed. **(C, D)** Comparison of MP versus foreign Ag-specific memory T lymphocytes by single-cell RNA sequencing (scRNAseq) analysis. **(C)** The plot displays single cells determined by the Uniform Manifold Approximation and Projection (UMAP) algorithm. Each dot represents a cell. **(D)** The violin plots show relative expression of genes from the indicated signatures across populations. The gene list for each signature is provided in *Materials and Methods* and **Table S1**. **(E, F)** Ki67 expression is high and low in MP and foreign Ag-specific memory cells, respectively. The histograms display Ki67 expression in the indicated cell populations, while the bar graphs indicate the frequency (mean ± SD) of Ki67^+^ cells among each population (n = 3 mice). Data shown are representative of 3 independent experiments performed. **(G, H)** MP cells consist of CD127^hi^ Sca1^lo^, CD127^hi^ Sca1^hi^, CD127^lo^ Sca1^hi^, and CD127^lo^ Sca1^lo^ subpopulations, while foreign Ag-specific memory cells are all CD127^hi^ Sca1^hi^. Representative dot plots display CD127 and Sca1 expression in the indicated cell populations, while the bar graphs show **(G)** the number (mean ± SD) and **(H)** the frequency (mean ± SD) of each cell subpopulation (n = 5 mice). Data are representative of 2 independent experiments. **(I, J)** Ki67 levels are the lowest in the CD127^hi^ Sca1^hi^ cell subpopulation in both infected and uninfected mice. Bar graphs depicting the frequency (mean ± SD) of Ki67^+^ cells among the indicated cell subsets from **(I)** infected and **(J)** uninfected animals are shown (n = 3 mice). Representative histograms displaying Ki67 expression are also included. Data are representative of 2 independent experiments. Statistically significant differences are indicated as *p < 0.05, **p < 0.01, ***p < 0.001.

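Single-cell transcriptomes of MP and GP66-specific memory cells came from 1 library per condition. MP cells were CD25 neg CD44 hi CD62L lo CD4+ T cells of uninfected mice that did not bind the CD1d tetramer, which marks invariant NKT cells. Memory cells were CD25 neg CD44 hi CD62L lo CD4+ T cells that bound the GP66 tetramer, without a CD1d tetramer gate in the paper's text, and came from mice infected with LCMV Armstrong, 6 weeks earlier in the paper's text and 45 days earlier in the sample labels. The number of mice behind each library is not given in the sources used here. The authors made the libraries with the Chromium 3′ kit, in which each captured transcript carries a unique molecular identifier (UMI), and deposited UMI counts per gene and barcode for all barcodes, without normalization. The MP library held 17000131 UMIs over 236936 barcodes with at least 1 UMI, and the memory library held 16503496 UMIs over 273970 such barcodes.

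Barcodes were taken as cells when they held at least 611 UMIs in the MP library and 511 in the memory library, which gave 4003 and 6987 barcodes. Of these, 486 and 1035 were removed because they held under 200 genes or more than 5% of UMIs from mitochondrial genes. A further 99 and 283 cells were removed as the likeliest doublets, and 13 MP cells with transcripts of B cells and plasmacytoid dendritic cells were left out. The 3405 remaining MP cells had a median of 1949 UMIs and 964 genes, and the 5669 remaining memory cells a median of 1870 UMIs and 821 genes. Counts were summed over the cells of each library (7374807 UMIs in MP and 11217783 in memory cells) and scaled to a common library total (CPM). A log2 ratio is that of CPM in MP cells over CPM in memory cells, and its 95% interval covers counting error only. Cells of 1 library are not replicates, so no test was made between the conditions, and a difference between them cannot be told apart from a difference between the libraries.

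The median log2 ratio over the 10425 genes with at least 20 UMIs in all and 1 in each library was 0.49, so single genes and gene lists are read against that value. It was 0.38 when ribosomal protein and mitochondrial genes were left out of the totals, and 0 by construction when the libraries were scaled by the median of ratios. Transcripts of 18 early-response and heat shock genes made up 0.370% of the UMIs of MP cells and 2.07% of those of memory cells.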

To search for markers that are differently expressed in MP and foreign Ag-specific memory T lymphocytes, we compared the CD44^hi^ CD62L^lo^ cell population preexisting in the SPF environment with GP66-specific memory cells in infected mice by means of single-cell RNA sequencing (scRNAseq). 

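To compare the transcriptomes at equal depth, each cell was thinned at random to 1376 UMIs, which left out 322 MP and 566 memory cells with fewer. Of the 20 nearest neighbors of each cell over the first 20 principal components, 99.4% on average came from the cell's own library, against 53.0% under random labels. The share was 99.7% for MP cells and 99.2% for memory cells. It moved most when ribosomal protein, mitochondrial, sex-linked, early-response and heat shock genes were left out of the variable genes, to 99.1%. Of 2001 variable genes, 1968 remained. *Nr4a2*, *Maff* and *Nr4a3*, among the genes lowest in MP relative to memory cells, were not on the lists left out. This variant thus cannot show that the separation is independent of the early-response state. When memory cells were split at random into a pair of groups, the share was 50.3%, against 50.0% under random labels.

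Of 28 genes encoding positive regulators of the cell cycle, 25 had at least 20 UMIs over both libraries. Their median log2 ratio was 1.44 (95% interval 1.32 to 1.70), above that of 99.99% of 10000 random lists of 25 genes matched on expression, whose middle 95% ran from 0.07 to 0.99. Expression was higher in MP cells for 21 of the 25 genes. Subtracting the profile of barcodes with at most 50 UMIs moved the median most, to 2.57 over 15 genes, where it lay inside the middle 95% of matched random lists (−0.82 to 3.93). That correction set the share of free RNA at 94.2% in MP and 82.8% in memory cells, against 5.54% and 1.87% from the size of empty droplets. *Ccnb2* (ENSMUSG00000032218, chromosome 9 of GRCm38 from 70407692 to 70421547), which encodes cyclin B2, had 159 UMIs in MP and 1 in memory cells, a log2 ratio of 7.92 (5.42 to 13.23). A cluster of 39 MP cells led by cycling transcripts held *Ccnb2* at 583 CPM, against 4.89 CPM in other MP cells, and 8.37% of the UMIs of the list in MP cells. *Ccnb1* (ENSMUSG00000041431, chromosome 13 from 100778650 to 100786570), which encodes cyclin B1, had 66 and 3 UMIs, a log2 ratio of 5.06 (3.45 to 7.38). Among genes with at least 50 UMIs, *Cks2* (ENSMUSG00000062248) and *Myc* (ENSMUSG00000022346) lay lowest, at −2.44 (−2.62 to −2.27) and −0.90 (−1.18 to −0.63).

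For the 24 negative regulators, the median log2 ratio was −0.15 (−0.46 to 0.15), above only 0.55% of matched random lists, whose middle 95% ran from 0.00 to 0.87. CPM was lower in MP cells for 12 genes and higher for 12, and 16 were lower and 8 higher when the libraries were scaled by the median of ratios. The mean log2 ratio was −0.42, and the summed CPM of the list had a log2 ratio of −1.18. Subtracting the profile of barcodes with at most 50 UMIs reversed the sign of the median, to 1.17 over 14 genes, but moved matched random lists as well (median 0.86, middle 95% from −0.49 to 2.96). *Cdkn1a* (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727), which encodes the kinase inhibitor p21, had 15 UMIs in MP and 2679 in memory cells, a log2 ratio of −6.88 (−7.71 to −6.15). *Btg2* (ENSMUSG00000020423), also an early-response gene, had a log2 ratio of −2.22 (−2.28 to −2.15). Against all thinned memory cells, the list without *Btg2* had a median of 0.06 (−0.27 to 0.23), at the 5.27 percentile of matched random lists. Against the 580 of them with the fewest early-response and heat shock UMIs, its median was 0.35 (0.02 to 0.60), at the 36.22 percentile. The sign of the median was thus positive in both comparisons. These 580 cells still carried part of the early-response state, so an effect of that state stays open. *Cdkn2c* (ENSMUSG00000028551) and *Cdkn2d* (ENSMUSG00000096472) lay highest among those with at least 50 UMIs, at 2.196 (1.83 to 2.57) and 1.36 (1.20 to 1.52).

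The mean score per thinned cell for positive regulators was −0.0325 (SD 0.102 over cells) in MP and −0.0783 (SD 0.0802) in memory cells, a difference of 0.0458. For negative regulators the mean score was −0.0187 (SD 0.104) in MP and 0.1004 (SD 0.123) in memory cells, a difference of −0.119. At full depth these differences were 0.0413 and −0.129. Empty droplets held 108 UMIs at their mode in the MP library and 35 in the memory library, so an effect of free RNA on the scores stays open.

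**Figure D1:**
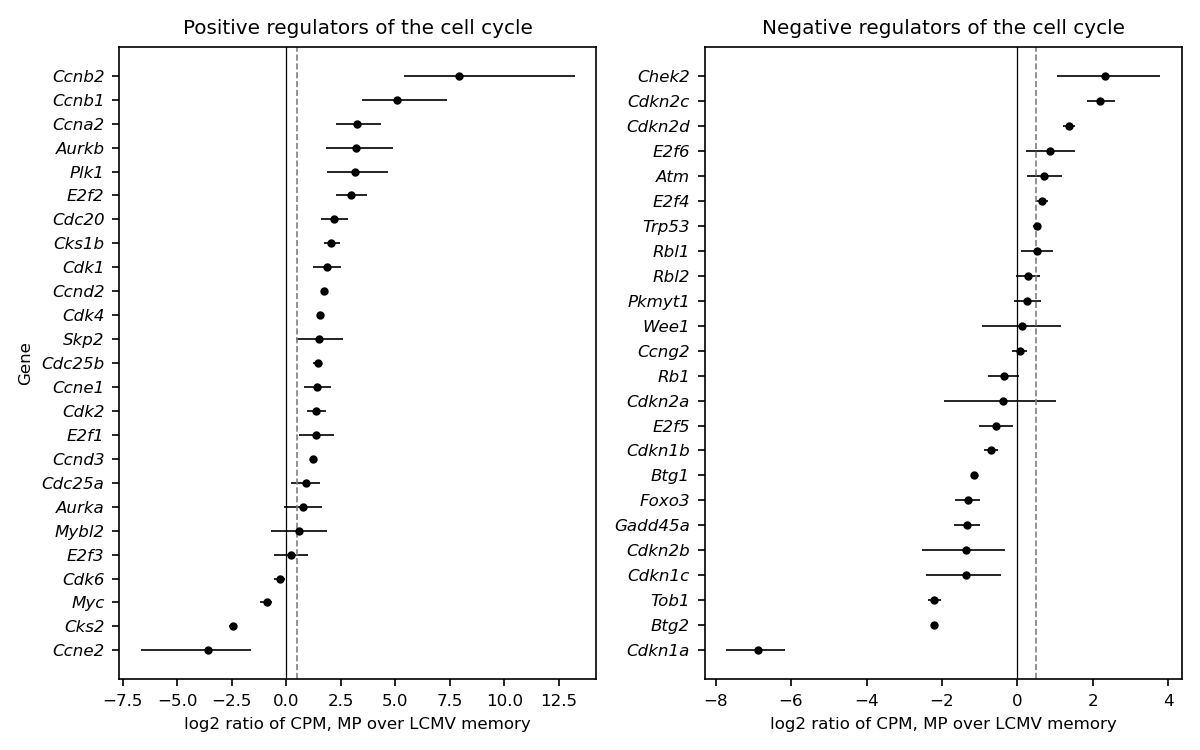
Log2 ratio of CPM, MP over memory cells, of each of the 25 positive (left) and 24 negative (right) regulators of the cell cycle with at least 20 UMIs, with 95% intervals for counting error. The dashed line is the median over all genes, 0.49, and 21 of the 25 positive regulators lie above 0.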

Uniform Manifold Approximation and Projection (UMAP) analysis revealed that these two populations are transcriptomically distinct (**Figure 1C**), and subsequent scoring analysis indicated that expression of genes encoding positive regulators in the cell cycle (26) was higher in MP versus foreign Ag-specific memory cells, while the opposite was true for negative regulators (**Figure 1D**). Consistent with this finding, the uninfected CD44^hi^ CD62L^lo^ cell population displayed significantly higher Ki67 expression than did its counterpart in infected mice (**Figure 1E**), and closer analysis of the latter cell population revealed that GP66-specific memory cells are almost all Ki67^neg^ (**Figure 1F**). The above observations are in agreement with previous findings demonstrating that MP cells are rapidly proliferating while foreign Ag-specific memory cells are quiescent (22) and confirm the scRNAseq data shown in **Figure 1C**. Our data also support the hypothesis that the CD44^hi^ CD62L^lo^ CD4^+^ T-cell population is flexible in size, with CD44^hi^ CD62L^lo^ cells from infected mice, and especially their tetramer^neg^ subpopulation, representing a mixture of MP and foreign Ag-specific memory T lymphocytes since their Ki67^+^ fraction was intermediate in magnitude between those observed in uninfected CD44^hi^ CD62L^lo^ and infected foreign Ag-specific memory cells (as defined by GP66-tetramer staining) (**Figures 1E, F**).

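The 18 genes associated with memory T-cell formation used here are well-known members of this class, since the authors' list (Table S1) was not used here. All had at least 20 UMIs. Their median log2 ratio of MP over GP66-specific memory cells was 0.33 (0.26 to 0.40), which lay above 49.65% of matched random lists (middle 95% from −0.20 to 0.75). CPM was higher in MP cells for 11 genes and lower for 7. Scaling the libraries by the median of ratios lowers every log2 ratio alike and gave a median of −0.16, with 8 genes higher and 10 lower, above 56.2% of matched random lists. *Id3* (ENSMUSG00000007872) had a log2 ratio of 1.85 (1.71 to 1.99). *S1pr1* (ENSMUSG00000045092) and *Eomes* (ENSMUSG00000032446) lay lowest, at −1.16 (−1.25 to −1.06) and −0.83 (−1.27 to −0.41). The mean score per thinned cell was 0.0173 (SD 0.224) in MP and −0.117 (SD 0.218) in memory cells, a difference of 0.135, and the difference at full depth was 0.140.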

Through further scoring analysis of the above scRNAseq data, we found that the expression of genes associated with memory T-cell formation (27) was significantly lower in the MP compared to the foreign Ag-specific memory compartment (**Figure 1D**). Because CD127 (IL-7 receptor α chain) and Sca1 (also referred to as Ly6a) are known to be expressed on foreign Ag-specific memory T lymphocytes (12, 28–30), we next compared their expression on CD4^+^ T cells in uninfected versus infected animals. MP (and minor population of CD44^hi^ CD62L^hi^) cells in uninfected mice were found to consist of CD127^hi^ Sca1^lo^, CD127^hi^ Sca1^hi^, CD127^lo^ Sca1^hi^, and CD127^lo^ Sca1^lo^ subsets, while naïve cells were largely CD127^hi^ Sca1^lo^ (**Figures 1G**, **S2A**). In CD44^hi^ CD62L^lo^ cells, the CD127^hi^ Sca1^hi^ but no other subpopulations increased in size in infected CD4^+^ T lymphocytes (**Figure 1G**). These results suggested that in comparison with heterogeneous MP cells, foreign Ag-specific memory cells are CD127^hi^ Sca1^hi^. Consistent with this hypothesis, GP66- as well as NP309-tetramer^+^ memory cells were essentially all CD127^hi^ Sca1^hi^, while the tetramer^neg^ cells that presumably represent a mixture of MP and foreign Ag-specific memory populations as described above contained a frequency of CD127^hi^ Sca1^hi^ cells intermediate between that in uninfected MP and tetramer^+^ memory cells (**Figures 1H**, **S1B**). Furthermore, in CD44^hi^ CD62L^lo^ CD4^+^ T lymphocytes, the CD127^hi^ Sca1^hi^ subset had the lowest Ki67 expression in both infected and uninfected mice (**Figures 1I, J**). Together, these data demonstrate that MP cells preexisting in an SPF environment are subdivided into four different populations based on CD127 and Sca1 expression, while foreign Ag-specific memory T lymphocytes are all CD127^hi^ Sca1^hi^, with both populations constituting the CD44^hi^ CD62L^lo^ CD4^+^ T-cell compartment at homeostasis.

### Self-Driven Memory-Phenotype T Lymphocytes Are Distinguishable From Foreign Antigen-Specific Memory Cells Based on Bcl2 Expression

Because foreign Ag-driven memory cells are CD127^hi^ Sca1^hi^ and this phenotype is partially shared by MP cells (**Figures 1G, H**), we sought to determine whether or not MP lymphocytes with the same phenotype represent a subpopulation of foreign Ag-specific memory cells. For this purpose, we re-analyzed the scRNAseq data obtained in **Figure 1C** and found that expression of anti-apoptotic genes (31) was significantly lower in MP versus foreign Ag-specific memory cells (**Figure 2A**). 

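Over 15 anti-apoptotic genes, all with at least 20 UMIs, the median log2 ratio of MP over foreign Ag-specific memory cells was −0.51 (−0.63 to −0.37). This was above 0.64% of matched random lists, whose middle 95% ran from −0.30 to 0.91. Expression was lower in MP cells for 11 of the 15 genes. *Bcl2* (ENSMUSG00000057329, chromosome 1 from 106538178 to 106714274) had 141 CPM in MP and 173 CPM in memory cells, a log2 ratio of −0.29 (−0.40 to −0.18). A *Bcl2* UMI was found in 15.9% of thinned MP cells and 18.9% of thinned memory cells, and in 21.5% and 24.8% at full depth. Empty droplets held *Bcl2* at 25.2 CPM in the MP and 148 CPM in the memory library, so part of the UMIs in memory cells can come from free RNA. That part is small by the size of empty droplets, which was 1.87% of the median memory cell. Subtracting the profile of empty droplets left the log2 ratio of *Bcl2* at −0.23, inside its interval. *Pim1* (ENSMUSG00000024014, chromosome 17 from 29490753 to 29496112), which encodes a survival kinase, had 117 and 1318 CPM, a log2 ratio of −3.49 (−3.60 to −3.40). *Bcl2a1d* (ENSMUSG00000099974), whose reads cannot be separated with certainty from those of its near-identical paralogs, had a log2 ratio of −2.64 (−2.82 to −2.47). *Faim* (ENSMUSG00000032463) lay highest, at 1.03 (0.84 to 1.21). *Bag1* (ENSMUSG00000028416) lay at 0.45 (0.35 to 0.56) and at −0.036 when the libraries were scaled by the median of ratios. The mean score per thinned cell was −0.245 (SD 0.168) in MP and 0.0107 (SD 0.229) in memory cells, a difference of −0.256 that was −0.260 at full depth. Against the 580 thinned memory cells with the fewest early-response and heat shock UMIs, the median of the list was −0.40 (−0.67 to −0.23). It was −0.64 against all thinned memory cells. Early-response and heat shock genes were still at −1.42 in those 580 cells. An effect of the early-response state on the list thus cannot be told apart from another difference.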

Given that *Bcl2* plays a critical role as an anti-apoptotic factor in T lymphocytes (32), we measured its protein expression levels in these two populations. While CD127^hi^ Sca1^hi^ MP cells were largely Bcl2^lo^, ~90% of CD127^hi^ Sca1^hi^ GP66- and NP309-tetramer^+^ memory T lymphocytes were Bcl2^hi^ (**Figures 2B**, **S1C**). Thus, CD127^hi^ Sca1^hi^ MP cells appear to represent a unique population that is distinct from foreign Ag-specific memory T lymphocytes in terms of Bcl2 expression. In addition, we observed a small fraction (~10%) of Bcl2^hi^ cells in CD127^hi^ Sca1^hi^ MP CD4^+^ T cells, and this fraction was more enriched in CD44^hi^ CD62L^hi^ cells (**Figures 2B**, **S2B**). The significance of this finding will be discussed later.

**Figure 2:**
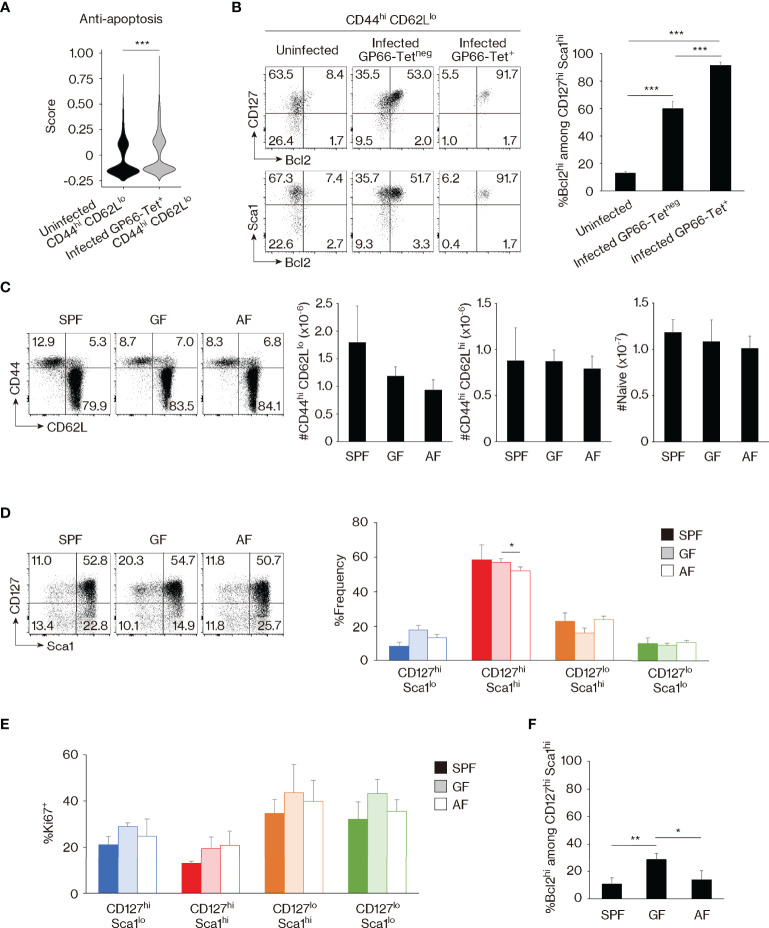
Bcl2 marks foreign antigen (Ag)-specific memory versus self-driven memory-phenotype (MP) cells. **(A)** Comparison of gene expression between MP versus foreign Ag-specific memory cells. The violin plot shows relative expression of anti-apoptotic genes across populations. The anti-apoptotic gene list is provided in *Materials and Methods* and **Table S1**. **(B)** Foreign Ag-specific memory cells are Bcl2^hi^. The representative dot plots display expression levels of CD127, Sca1, and Bcl2 in the indicated CD44^hi^ CD62L^lo^ cell populations, while the bar graph shows the frequency (mean ± SD) of Bcl2^hi^ cells among the indicated CD127^hi^ Sca1^hi^ subpopulations (n = 3–4 mice). Data are representative of 2 independent experiments. **(C, D)** Commensal or food Ags do not significantly contribute to generation of CD127^hi^ Sca1^hi^ MP cells in specific pathogen-free (SPF) environment. Dot plots depicting expression of **(C)** CD44 and CD62L in CD4^+^ T lymphocytes as well as **(D)** CD127 and Sca1 in MP cells from the indicated animals together with bar graphs indicating **(C)** the number (mean ± SD) of CD44^hi^ CD62L^lo^ (MP), CD44^hi^ CD62L^hi^, and CD44^lo^ CD62L^hi^ (naïve) CD4^+^ T cells as well as **(D)** the frequency (mean ± SD) of MP subpopulations among total MP cells from each group are displayed (n = 3–4 mice). Data are representative of 2 independent experiments performed. **(E, F)** Expression levels of Ki67 and Bcl2 in MP cells are largely unaltered in the absence of commensal and/or food Ags. **(E)** The bar graph shows the frequency (mean ± SD) of Ki67^+^ cells among the indicated MP subpopulations (n = 3–4 mice). **(F)** A bar graph indicating the frequency (mean ± SD) of Bcl2^hi^ cells among CD127^hi^ Sca1^hi^ MP cells from the indicated groups (n = 3–4 mice). Data are representative of 2 independent experiments. Statistically significant differences are indicated as *p < 0.05, **p < 0.01, and ***p < 0.001.

To further investigate whether the development of the CD127^hi^ Sca1^hi^ MP subset is foreign Ag-dependent or Ag-independent, we examined MP cells from SPF, GF, and antigen-free (AF) mice, the latter being deprived of both food and commensal Ags (33). MP as well as CD44^hi^ CD62L^hi^ and naïve CD4^+^ T cells were essentially intact in SPF, GF, and AF mice (**Figure 2C**). Surprisingly, CD127^hi^ Sca1^hi^ MP cells were largely unchanged in the three animal groups (**Figure 2D**). In addition, Ki67 expression was not significantly increased in GF or AF mice, and Bcl2 levels were not decreased and instead were elevated in the former animals (**Figures 2E, F**). This was also the case in the minor CD44^hi^ CD62L^hi^ CD4^+^ T-cell population (**Figure S2C, D**). Thus, CD127^hi^ Sca1^hi^ Bcl2^lo^ MP cells can be generated in the absence of foreign Ags, presumably in response to self Ags.

### Among the Four Memory-Phenotype Subsets, CD127^hi^ Sca1^hi^ Cells Represent the Most Mature Subpopulation Generated From Peripheral Naïve Precursors

The above results identify CD127, Sca1, and Bcl2 as markers that are differently expressed in foreign Ag-specific memory versus MP cells and indicate that MP CD4^+^ T lymphocytes comprise 4 distinct subsets: CD127^hi^ Sca1^lo^, CD127^hi^ Sca1^hi^, CD127^lo^ Sca1^hi^, and CD127^lo^ Sca1^lo^. Because CD127^hi^ Sca1^hi^ MP cells are present in almost equal numbers in SPF, GF, and AF mice, self Ags are thought to be the major stimuli for the generation of CD127^hi^ Sca1^hi^ as well as the other MP subsets in an SPF environment. To address how the four MP subpopulations defined by these phenotypic markers are generated and maintained, we measured CD127 and Sca1 levels in MP cells from mice of different ages. As expected, MP cells were rare in 1-week-old animals, and most of these cells were CD127^hi^ Sca1^lo^ (**Figures 3A, B**). Thereafter, the proportion of CD127^hi^ Sca1^hi^ lymphocytes increased progressively with age, in parallel with the total MP pool size.

**Figure 3:**
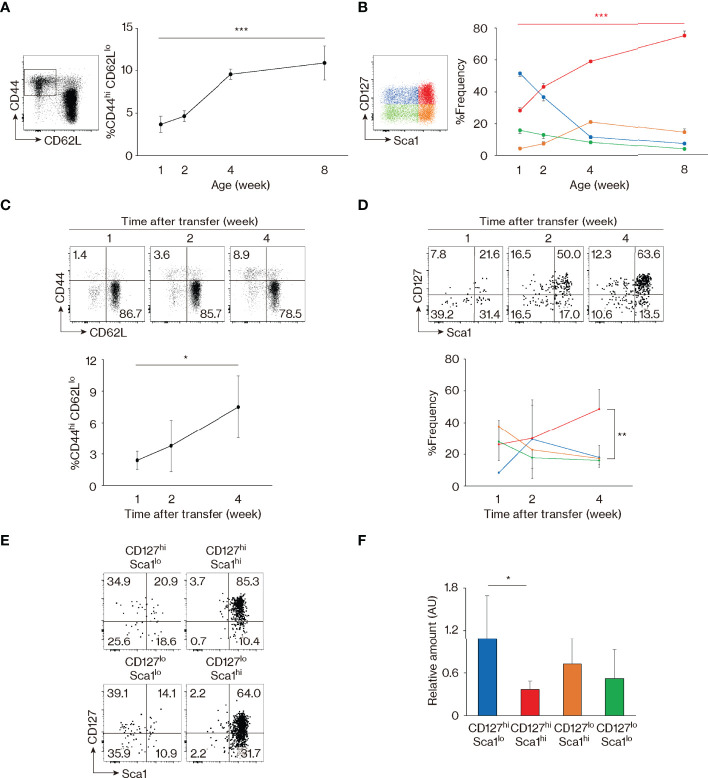
Memory-phenotype (MP) T lymphocytes are composed of four subsets representing different stages of maturation. **(A, B)** CD127^hi^ Sca1^hi^ MP cells develop with age. The graphs indicate the fractions (mean ± SD) of **(A)** CD44^hi^ CD62L^lo^ among CD4^+^ T cells and **(B)** each subpopulation among MP cells (n = 3–5 mice). Representative dot plots displaying expression of **(A)** CD44 and CD62L in CD4^+^ T lymphocytes and **(B)** CD127 and Sca1 in MP CD4^+^ T cells are also included. Data shown are pooled from 2 independent experiments performed. **(C, D)** CD127^hi^ Sca1^hi^ MP cells are generated from naïve precursors. Naïve CD4^+^ T lymphocytes sorted from CD45.2 mice were transferred to CD45.1 wild-type (WT) recipients and analyzed several weeks later. Dot plots show **(C)** CD44 and CD62L expression in the donor cell population and **(D)** CD127 and Sca1 levels in the newly generated MP donor cells, while the graphs indicate the frequency (mean ± SD) of **(C)** MP cells in the donor cell population and **(D)** the indicated subpopulations among MP donor cells (n = 3–4 mice). Data are representative of 2 independent experiments. **(E)** All four MP subsets eventually differentiate into CD127^hi^ Sca1^hi^ cells. Four MP subpopulations sorted from CD45.2 mice were transferred to CD45.1 WT recipients and analyzed for their CD127 and Sca1 expression 2 weeks later. Dot plots in the indicated donor MP subpopulations are shown. Data are representative of 4–5 recipient mice from 3 independent experiments performed. **(F)** CD127^hi^ Sca1^hi^ MP T lymphocytes have the lowest amount of TRECs. A bar graph indicating the amount (mean ± SD) of TRECs relative to *Gapdh* that was calculated by the ΔCt method in each MP subpopulation is depicted (n = 5 mice). Data are representative of 2 independent experiments performed. Statistically significant differences are indicated as *p < 0.05, **p < 0.01, and ***p < 0.001.

In the case of CD8^+^ MP cells, a subpopulation referred to as innate memory cells are directly generated in the thymus (34). To ask whether CD127^hi^ Sca1^hi^ CD4^+^ MP cells arise in the thymus, we prevented lymphocyte egress from the thymus by injecting mice with FTY720 for 2 weeks. As expected, numbers of both CD4^+^ and CD8^+^ single-positive thymocytes accumulated in the thymus (**Figure S3A**), and in parallel, naïve CD4^+^ T cells decreased in number in secondary lymphoid tissues (**Figures S3B, C**). By contrast, peripheral MP CD4^+^ T lymphocytes as well as their four subfractions were largely unaffected by the treatment (**Figures S3B–D**), suggesting that MP cells are self-maintained in the periphery once generated. Consistent with this conclusion, the four MP subpopulations were not altered by adult thymectomy (**Figure S3E**). Based on these results, it is unlikely that peripheral CD127^hi^ Sca1^hi^ and other MP subpopulations are actively replaced by emigrants generated in the thymus.

To test the possibility that CD127^hi^ Sca1^hi^ MP cells are generated from peripheral naïve precursors, we transferred sorted naïve CD4^+^ T lymphocytes into wild-type (WT) recipients and analyzed the donor cells 1 to 4 weeks later. MP cells developed slowly with time (**Figure 3C**), with the CD127^hi^ Sca1^hi^ subset dominating by 4 weeks after transfer (**Figure 3D**). Thus, the four MP subsets including the CD127^hi^ Sca1^hi^ fraction appear to be generated from naïve T lymphocytes in the periphery.

To further examine the dynamics of MP cell maintenance following their development, we sorted for CD127^hi^ Sca1^lo^, CD127^hi^ Sca1^hi^, CD127^lo^ Sca1^hi^, and CD127^lo^ Sca1^lo^ MP subpopulations and transferred them individually to WT recipients. When the donor cell population was analyzed 2 weeks later, Sca1^lo^ cells were found to increase their Sca1 expression, while Sca1^hi^ cells remained Sca1^hi^ (**Figure 3E**). In addition, some CD127^hi^ cells converted to CD127^lo^ and vice versa (**Figure 3E**). Overall, these data argue that while naïve cells are CD127^hi^ Sca1^lo^, as they differentiate into MP cells, they eventually acquire a CD127^hi^ Sca1^hi^ phenotype, either directly from CD127^hi^ Sca1^lo^ precursors or *via* CD127^lo^ intermediates. Consistent with this notion, when the levels of T-cell receptor (TCR) excision circles (TRECs) were measured in the four MP subpopulations sorted from intact mice, levels were the highest and lowest in CD127^hi^ Sca1^lo^ and CD127^hi^ Sca1^hi^ cell populations, respectively, with CD127^lo^ cells expressing TRECs at an intermediate level (**Figure 3F**). Together, these data identify CD127^hi^ Sca1^hi^ MP cells as the most mature of the four subsets, their generation reflecting extensive cell division of their precursors.

### Memory-Phenotype Subpopulations Are Maintained Through T-Cell Receptor and CD28 Signaling

We previously reported that, as a whole population, MP cells become less dependent on TCR signaling once generated (4). This notion was based on the observation that treatment of SPF mice with either anti-I-Aβ monoclonal antibody (mAb) or cyclosporin A significantly inhibits the generation of MP cells from naïve precursors but has only a negligible effect on their steady-state proliferation. While these data established a lesser dependence of MP cell maintenance on Ag recognition, it was still unclear whether this function is completely independent of TCR signaling.

To address this issue, we analyzed the strength of TCR signaling that MP subpopulations receive at baseline. Initial experiments revealed that the four MP subsets express equivalent levels of TCRβ and CD3 as well as CD5 (**Figures 4A, B**), a marker that reflects TCR affinity to self Ags (35). Nevertheless, in Nur77-GFP reporter mice where the sum of TCR signal strength that T cells receive is reflected by reporter expression (36), CD127^lo^ Sca1^hi^ and CD127^lo^ Sca1^lo^ MP subpopulations showed significantly higher levels of GFP as well as CD69 than did their CD127^hi^ counterparts (**Figures 4C, D**). Given that CD127^hi^ and CD127^lo^ subsets are interchangeable in the steady state (**Figure 3E**), it is possible that the former MP subpopulation downregulates CD127 immediately after TCR ligation.

**Figure 4:**
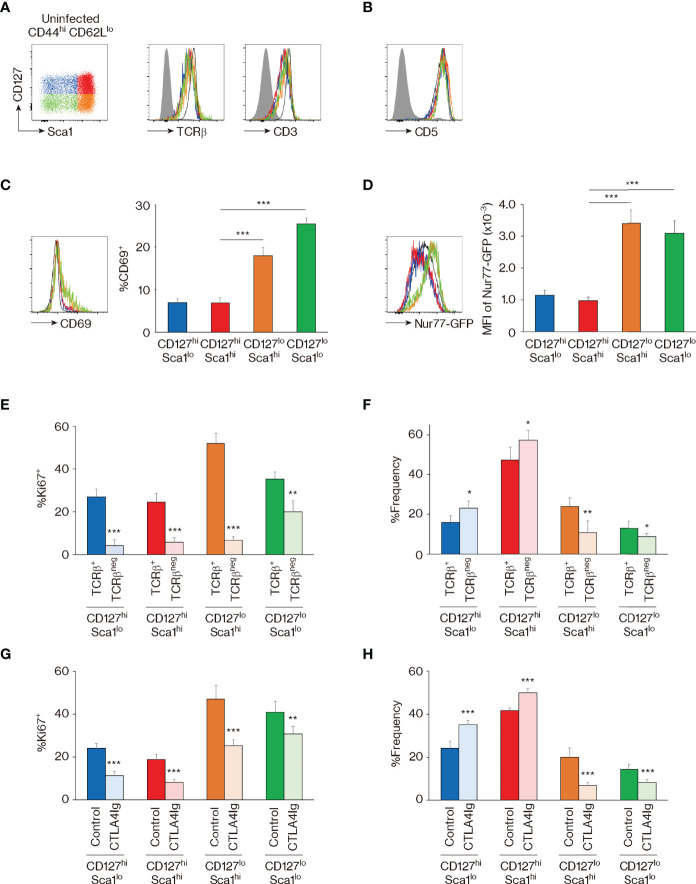
The four memory-phenotype (MP) subpopulations are maintained *via* T-cell receptor (TCR) and CD28 signaling. **(A–D)** CD127^lo^ MP subsets represent cell populations that have recently received TCR signaling. Representative histograms display **(A)** TCRβ, CD3, **(B)** CD5, **(C)** CD69, and **(D)** GFP expression in the indicated MP subpopulations from Nur77-GFP reporter mice, while the bar graphs indicate **(C)** the frequency (mean ± SD) of CD69^+^ and **(D)** the mean fluorescence intensity (MFI) (mean ± SD) of GFP among the MP subpopulations (n = 5 mice). Filled histograms show negative control staining, whereas black and open histograms display naïve CD4^+^ T cells. **(E, F)** TCR signaling is essential for proliferation and dynamic equilibrium of MP subpopulations. CD4-CreERT2 TCRα^flox^ mice received tamoxifen (TMX) and were analyzed 10 days later. Bar graphs indicating the frequency (mean ± SD) of **(E)** Ki67^+^ cells among both TCRβ^+^ and TCRβ^neg^ fractions from each MP subset and **(F)** the indicated subpopulations among the TCRβ^+^ or TCRβ^neg^ MP cells are depicted (n = 5 mice). **(G, H)** CD28 signals are critical for optimal maintenance of MP subpopulations. Mice received CTLA4-Ig and were analyzed 10 days later. The bar graphs show the frequency (mean ± SD) of **(G)** Ki67^+^ cells among the indicated MP subpopulations from each group and **(H)** the indicated subsets among total MP T lymphocytes (n = 5 mice). Data are representative of 2 independent experiments. Statistically significant differences are indicated as *p < 0.05, **p < 0.01, and ***p < 0.001.

To test this hypothesis *in vivo*, we utilized CD4-CreERT2 TCRα^flox^ mice in which we previously established that ~50% of MP cells lose their TCR expression as a consequence of tamoxifen (TMX) treatment (5). Thus, by examining the four MP subfractions in TCRβ^+^ and TCRβ^neg^ MP subpopulations 10 days after TMX treatment, we could compare their steady-state proliferation in the presence or absence of normal levels of tonic TCR signaling in the same mouse. Using these animals, we found that Ki67 expression was significantly reduced by TCR ablation in all four MP subpopulations (**Figure 4E**). Moreover, the CD127^hi^ fraction increased while the CD127^lo^ decreased in size when TCR levels were reduced (**Figure 4F**). These results show that the four MP subpopulations proliferate in the presence of tonic TCR signaling, presumably delivered by self Ag recognition, and further suggest the existence of TCR-dependent interchangeability between CD127^hi^ and CD127^lo^ MP cells in a dynamic steady state.

In addition to TCR engagement, CD28 ligation plays an essential role in MP cell maintenance (4). To assess the function of the same signaling pathway in the four MP subpopulations, we treated mice with CTLA4-Ig for 10 days. In a similar manner to that induced by TCR signal blockade, Ki67 expression was reduced in the CTLA4-Ig-treated group, and CD127^hi^ cells increased while their CD127^lo^ counterparts decreased in the same animals (**Figures 4G, H**). Thus, optimal proliferation and dynamic equilibrium of MP cell subpopulations require tonic CD28 engagement in addition to TCR signaling.

### CD127^hi^ Sca1^hi^ Memory-Phenotype Cells Have a Th1 Cytokine Signature

The above observation that CD127, Sca1, and Bcl2 are differently expressed in MP and foreign Ag-driven memory CD4^+^ T cells revealed an unexpected phenotypic heterogeneity within the former lymphocyte population (**Figures 1**–**4**). This finding prompted us to ask whether these four MP cell subpopulations possess different functions. The experiments performed above defined MP subpopulations based on markers (CD127 and Sca1) that are well known to characterize foreign Ag-driven memory cells, but left open the possibility that other molecules might better characterize functional MP subsets. To address this question, we analyzed the MP cell population in the scRNAseq dataset generated in **Figure 1C** by unsupervised clustering, to define its components based on the full transcriptome rather than on predefined markers. This analysis divided the MP cell population into four clusters (I–IV) (**Figures 5A, B**). 

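The 3405 MP cells of the library were clustered by the Louvain method on 2000 variable genes, 20 principal components and 20 neighbors per cell. *Il7r*, *Ly6a* and 19 Th1 genes were left out of the variable genes, so that their expression in the clusters could be read as a measurement. The paper's text does not name the resolution or the number of components. The resolution was therefore the lowest, in steps of 0.1, that gave at least 4 clusters of at least 5% of the cells, which was 0.4. Doublets had been removed at the rate expected for the number of cells, and small clusters can still hold some.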

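At this resolution there were 10 clusters, of which 5 held at least 5% of the cells each and 91.4% together. Clusters are numbered here by size. Cluster 1 held 959 cells, or 28.2% (exact 95% interval 26.7 to 29.7), and was defined by *Gpm6b*, *Rgs1*, *Ccl5*, *Slamf6* and *Lpar6*. Cluster 2 held 857 cells (25.2%) and was defined by *Satb1*, *Dapl1*, *Ccr7*, *Actn1* and *Pdk1*. Cluster 2 is naive-like, with 5 of 6 markers of naive T cells raised. Cluster 3, with 824 cells (24.2%), was defined by *Gzma*, *S100a4*, *Anxa2*, *Vim* and *Myo1f*. Cluster 4 held 238 cells (6.99%) and is Treg-like, with 7 of 7 markers raised, and it was defined by *Foxp3*, *Ikzf4*, *Cd74*, *Ikzf2* and *Cd81*. Cluster 5 held 235 cells (6.90%), was defined by *Egr2*, *Sostdc1*, *Nr4a1*, *Angptl2* and *Marcksl1*, and had 7 of 8 markers of Tfh cells raised. The median depth of these clusters ran from 1654.5 UMIs per cell in cluster 4 to 2285 in cluster 5. Because the resolution was chosen to give at least 4 such clusters, their number is set in part by that choice, and a fixed resolution of 0.8 gave 6.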

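*Il7r* (ENSMUSG00000003882, chromosome 15 of GRCm38 from 9505788 to 9530176) encodes CD127, and *Ly6a* (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031) encodes Sca1. Their CPM in each cluster of at least 5% was called hi or lo against the unweighted mean of the 5 clusters, which was 178 for *Il7r* and 672 for *Ly6a*. Cluster 1 was *Il7r* hi *Ly6a* hi, with 302 CPM of *Il7r* (exact 95% interval 277 to 329) and 923 CPM of *Ly6a* (879 to 969). Cluster 2 was *Il7r* hi *Ly6a* lo, at 217 (195 to 240) and 437 (406 to 469). Cluster 3 was *Il7r* hi *Ly6a* hi, at 185 (167 to 205) and 797 (759 to 837), and its interval for *Il7r* holds the mean. Clusters 4 and 5 were *Il7r* lo *Ly6a* lo. Cluster 4 had 138 CPM of *Il7r* (105 to 178) and 585 of *Ly6a* (514 to 662), and cluster 5 had 47.5 (31.8 to 68.2) and 617 (557 to 683), so that the intervals of cluster 4 for *Il7r* and of cluster 5 for *Ly6a* hold the mean. The clusters thus showed 3 of the 4 combinations, without *Il7r* lo *Ly6a* hi. All 4 combinations were present in 7 of the 10 other ways to cluster the cells. Clustering by the Leiden method, for example, gave an *Il7r* lo *Ly6a* hi cluster of 652 cells, with 94.2 CPM of *Il7r* and 743 CPM of *Ly6a*. Empty droplets of this library held *Il7r* at 160 CPM and *Ly6a* at 738 CPM.

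**Figure D2:**
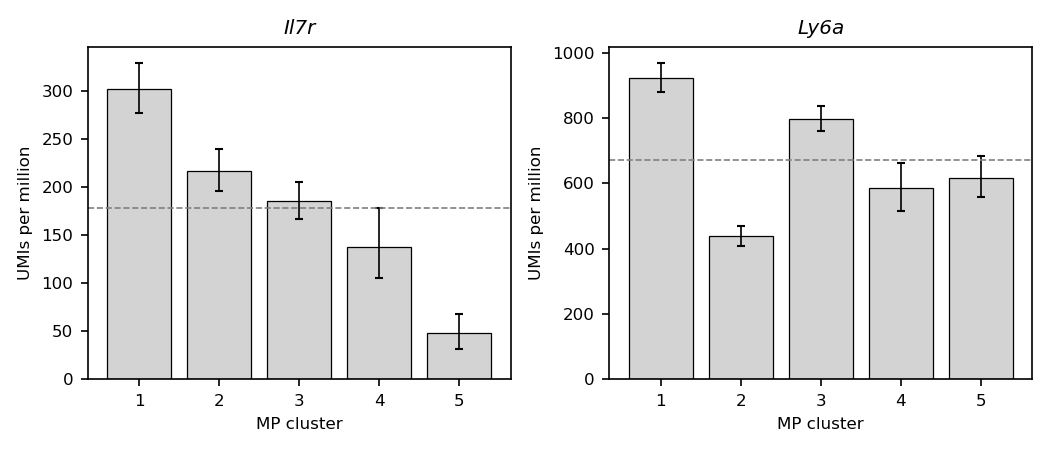
CPM of *Il7r* and *Ly6a* in the 5 clusters that hold at least 5% of MP cells, as bars with exact 95% Poisson intervals. The dashed lines are the unweighted means of the clusters, 178 and 672, and *Il7r* runs from 47.5 in cluster 5 to 302 in cluster 1.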

Comparing the expression of *Il7r* and *Ly6a* among these four clusters showed a clear demarcation into *Il7r* ^hi^ *Ly6a* ^lo^, *Il7r* ^hi^ *Ly6a* ^hi^, *Il7r* ^lo^ *Ly6a* ^hi^, and *Il7r* ^lo^ *Ly6a* ^lo^ gene expression patterns for clusters (I), (II), (III), and (IV), respectively; importantly, these correspond respectively to the CD127^hi^ Sca1^lo^, CD127^hi^ Sca1^hi^, CD127^lo^ Sca1^hi^, and CD127^lo^ Sca1^lo^ MP subpopulations defined in **Figure 1G**. The results of this analysis thus provide independent support to the conclusion that CD127 and Sca1 expression define four transcriptomically distinct MP subpopulations. Further clustering and scoring analyses revealed that the cluster (II), that is *Il7r* ^hi^ *Ly6a* ^hi^ and thus equivalent to the CD127^hi^ Sca1^hi^ MP subpopulation, has the highest Th1-associated gene signature (27) (**Figures 5B, C**), suggesting that this subset displays Th1-related function.

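For the Th1 list, 17 of 19 genes had at least 20 UMIs in the MP clusters of at least 5%. The median log2 ratio of their CPM in the *Il7r* hi *Ly6a* hi clusters 1 and 3 over clusters 2, 4 and 5 was 1.35 (95% interval 1.18 to 1.56). This was above all of 10000 matched random lists, whose middle 95% ran from −0.14 to 0.17, and 16 of the 17 genes were higher. Without the 6 Th1 genes of Figure 5B (*Tbx21*, *Runx3*, *Id2*, *Ifng*, *Gzmb* and *Cxcr3*), the median was 1.44 over 11 genes. Grouping thinned cells by whether *Il7r* and *Ly6a* were each detected moved it most, to 0.35. The mean Th1 score per thinned cell was −0.108 (SD 0.235) in cluster 1 and −0.0619 (SD 0.284) in cluster 3. It was −0.281 (SD 0.127), −0.274 (SD 0.142) and −0.255 (SD 0.175) in clusters 2, 4 and 5. Clusters 1 and 3 together exceeded the others by 0.190, and by 0.200 at full depth. In each of the 11 clusterings made, the cluster with the highest value of the list was *Il7r* hi *Ly6a* hi against the mean of the clusters. This depends on the mean used, since cluster 3, the highest here, is *Il7r* lo *Ly6a* hi against the mean over all MP cells. With at least 1000 UMIs and 500 genes per cell, the cluster with the lowest value was called *Il7r* hi *Ly6a* hi as well.

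Among the 5 clusters of at least 5%, *Tbx21*, which encodes T-bet, was highest in cluster 3 at 55.2 CPM and lowest in cluster 4 at 11.7. Of the same 5 clusters, *Runx3* and *Id2* were also highest in cluster 3, at 115 and 973 CPM, and *Cxcr3* in cluster 1 at 416 CPM. *Ifng* had 93.3 CPM (70.7 to 121) in cluster 5, against 20.2 in cluster 3 and 14.8 in cluster 1. *Gzmb* had 15.3 CPM in cluster 3 and 16.4 (6.58 to 33.7) in cluster 4, a difference that was not detectable at this depth. From the highest Th1 score in its *Il7r* hi *Ly6a* hi cluster, which it equates with the CD127 hi Sca1 hi subpopulation, the paper proposes a Th1-related function of this subset.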

**Figure 5:**
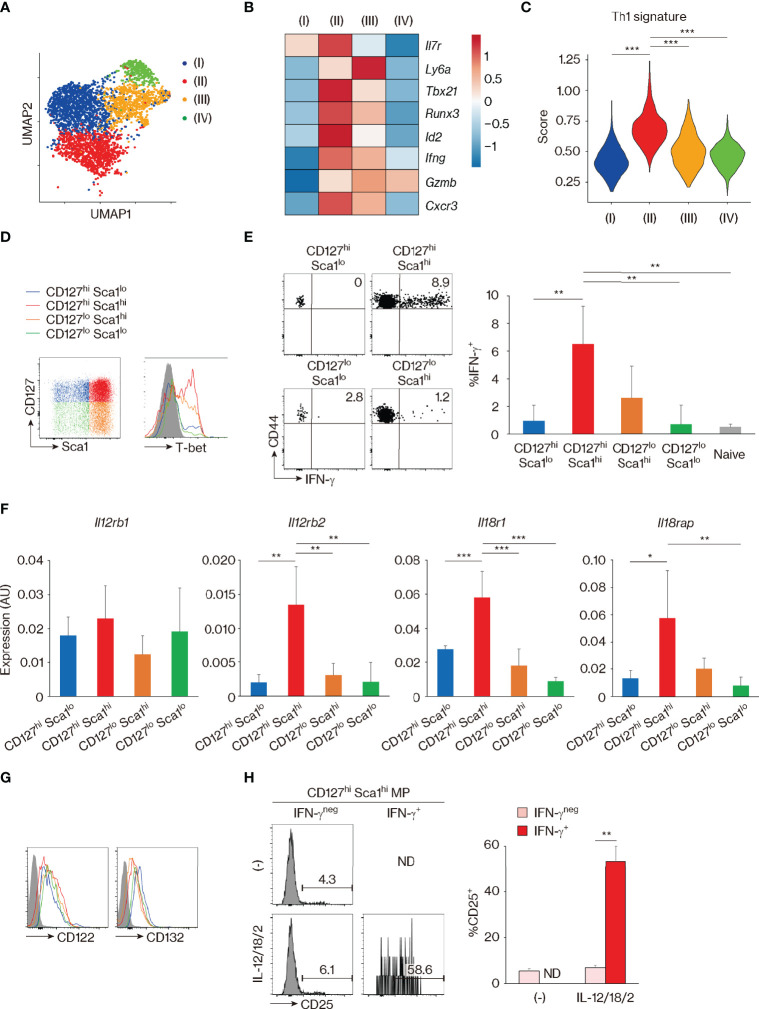
CD127^hi^ Sca1^hi^ memory-phenotype (MP) T lymphocytes can exert innate Th1-like activity *in vitro*. **(A–C)** Clustering analysis of MP T lymphocyte population. Single-cell RNA sequencing (scRNAseq) data of MP cells in Figure 1C were analyzed by unsupervised clustering. **(A)** The plot displays single cells determined by the Uniform Manifold Approximation and Projection (UMAP) algorithm. Each dot represents a cell, and colors highlight unsupervised cell clusters. Clusters representing less than 5% of the total MP population were excluded. **(B)** A heatmap showing row-standardized expression of selected genes among MP clusters. **(C)** A violin plot depicting relative expression of Th1-associated genes in the indicated MP clusters. **(D)** CD127^hi^ Sca1^hi^ MP cells express the highest levels of T-bet. A representative histogram showing T-bet levels in each MP subset from 3 mice is depicted. **(E)** CD127^hi^ Sca1^hi^ MP subpopulation can produce IFN-γ in response to Th1-differentiating cytokines in the absence of antigen (Ag) recognition. Sorted MP as well as naïve CD4^+^ T cell subpopulations were stimulated with IL-12, IL-18, and IL-2 for 24 h. The dot plots show IFN-γ production by the indicated cells, while the bar graph depicts the IFN-γ^+^ fraction (mean ± SD) among the MP and naïve subpopulations (n = 4 mice). Data shown are representative of 2 independent experiments performed. **(F)** The CD127^hi^ Sca1^hi^ MP subset expresses high amounts of *Il12rb2*, *Il18r1*, and *Il18rap*. Bar graphs showing relative expression levels of the indicated genes in each MP subpopulation are depicted (n = 4 mice). Data are representative of 2 independent experiments. **(G, H)** CD127^hi^ Sca1^hi^ MP cells express functional IL-2 receptors under the presence of Th1-differentiating cytokines. Representative histograms in **(G)** display CD122 and CD132 expression in each MP subset from 4 mice in steady state, while those in **(H)** show CD25 expression in IFN-γ^neg^ and IFN-γ^+^ fractions of sorted CD127^hi^ Sca1^hi^ MP cells that were cultured in the presence or absence of IL-12, IL-18, and IL-2 for 24 h. A bar graph indicating the frequency (mean ± SD) of CD25^+^ cells among each group is also depicted (n = 3 mice). Data are representative of 2 independent experiments performed. Statistically significant differences are indicated as *p < 0.05, **p < 0.01, and ***p < 0.001. ND, not detected.

We have previously shown that MP CD4^+^ T lymphocytes can respond to IL-12 and produce IFN-γ *in vivo* (4). Consistent with this finding, when whole splenocytes were cultured in the presence of IL-12, IL-18, IL-2, or a combination of these cytokines *in vitro*, CD4^+^ MP cells produced IFN-γ in response to IL-12 (**Figure S4A**). The latter response increased with the addition of IL-18 and IL-2 and peaked at 24–48 h after cytokine stimulation (**Figures S4A, B**). With this *in vitro* system, we asked which of the MP subpopulation(s) can generate the above-described Th1-like response. To do so, we first checked the expression of T-bet, which we previously reported to play an essential role in the determination of Th1-like MP cell activity (4, 5). As shown in **Figure 5D**, CD127^hi^ Sca1^hi^ cells expressed the highest levels of T-bet, confirming the result of clustering analysis in **Figure 5B**. Consistent with this observation, when each MP subpopulation as well as naïve cells was sort-purified and cultured individually in the presence of IL-12, IL-18, and IL-2, CD127^hi^ Sca1^hi^ MP cells produced high amounts of IFN-γ (**Figure 5E**). Furthermore, the same MP subpopulation expressed high levels of *Il12rb2*, *Il18r1*, and *Il18rap* in the steady state (**Figure 5F**). In terms of IL-2 receptor expression, CD122 and CD132 were expressed on all four MP subsets (**Figure 5G**). However, CD25 (IL-2 receptor α chain) was only induced when CD127^hi^ Sca1^hi^ MP cells were stimulated by Th1 cytokines (**Figure 5H**), consistent with previous reports showing that IL-12 upregulates CD25 on Th1 cells (37, 38). Together, these results identify CD127^hi^ Sca1^hi^ MP T lymphocytes as a resting population with selective Th1 effector potential.

Finally, we sought to validate the above functional observations *in vivo*. Naïve CD4^+^ T lymphocytes are known to induce severe colitis when transferred to *Rag2* knockout (KO) mice (39, 40). Using this approach, we tested the capacity of MP cell subpopulations to induce colitis by individually transferring CD127^hi^ Sca1^lo^, CD127^hi^ Sca1^hi^, CD127^lo^ Sca1^hi^, and CD127^lo^ Sca1^lo^ Foxp3^−^ MP CD4^+^ T cell subsets from Foxp3-reporter mice to *Rag2* KO recipients. CD127^hi^ Sca1^hi^ cells were found to induce mild body weight loss and clinical as well as histological colitis (**Figures 6A–C**). Consistent with this observation, the total number of recovered donor cells was the highest in the CD127^hi^ Sca1^hi^ recipient group (**Figure 6D**). Thus, among the four MP subpopulations, the CD127^hi^ Sca1^hi^ subset induces the most severe colitis when transferred to *Rag2* KO mice. We further asked whether colitis driven by the CD127^hi^ Sca1^hi^ MP subpopulation is dependent on IL-12 and/or IL-23. To do so, we blocked IL-12 p40 using mAb specific for the cytokine after donor cell transfer. As shown in **Figures 6E–G**, body weight loss, clinical symptoms, and histological colitis were almost completely abrogated as a result of mAb treatment. Consistent with this, the total number of donor cells and their IFN-γ^+^ fraction were dramatically reduced in the same mAb-treated animals (**Figures 6H, I**). These data suggest that in *Rag2* KO mice, CD127^hi^ Sca1^hi^ MP cells can generate inflammatory responses, thus supporting their functional relevance.

**Figure 6:**
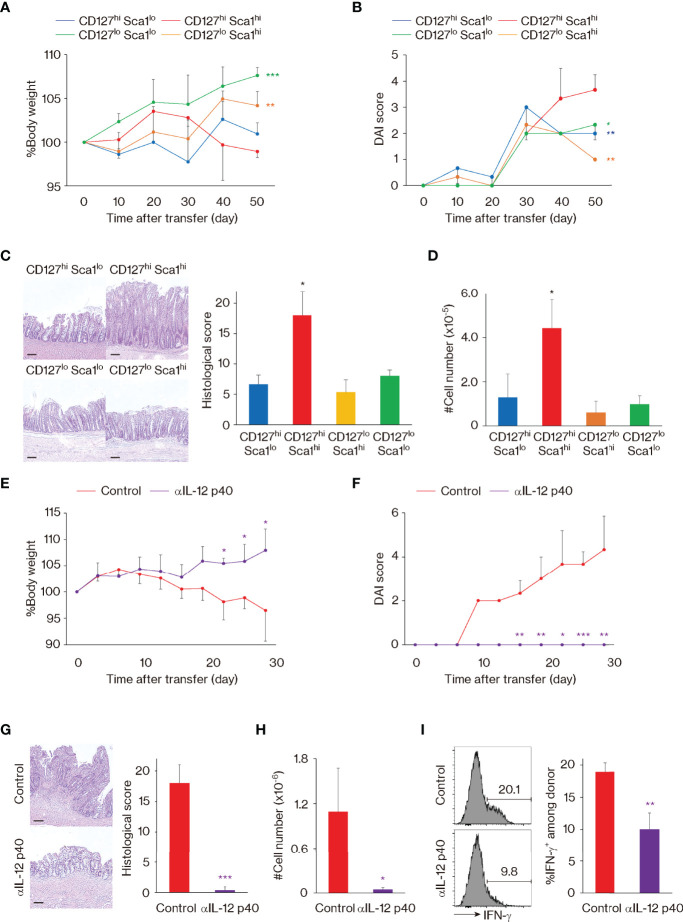
The CD127^hi^ Sca1^hi^ memory-phenotype (MP) cell subset can induce colitis in *Rag2* knockout (KO) mice. **(A–D)** Among the four MP subsets, CD127^hi^ Sca1^hi^ cells can induce the most severe colitis. Sorted MP subpopulations were individually transferred to *Rag2* KO recipient mice. Graphs indicate **(A)** relative body weight (mean ± SD) and **(B)** disease activity index (DAI) score (mean ± SD) in each group at different time points as well as **(C)** histological score (mean ± SD) and **(D)** the number (mean ± SD) of donor cells in the colon on day 50 (n = 3 mice). Representative images showing histology of the colon from each group are also included in panel **(C)**. **(E–I)** Blockade of IL-12 p40 ameliorates MP-induced colitis. Sorted CD127^hi^ Sca1^hi^ MP cells were transferred to *Rag2* KO mice that were then treated with anti-IL-12 p40 mAb or control IgG. Graphs show **(E)** relative body weight (mean ± SD) and **(F)** DAI score (mean ± SD) in each group at different time points as well as **(G)** histological score (mean ± SD), **(H)** the number (mean ± SD) of donor cells, and **(I)** their IFN-γ^+^ fraction (mean ± SD) in the colon on day 28 (n = 3 mice). Histological images of the colon from each group on day 28 are displayed in **(G)**. Data shown are representative of 2 independent experiments. Scale bars in histological images show 100 μm. Statistically significant differences are indicated as *p < 0.05, **p < 0.01, and ***p < 0.001.

## Discussion

CD4^+^ T lymphocytes with a memory phenotype present in normal, unimmunized animals have been known for more than 30 years and have been presumed to comprise a mixture of explicit foreign Ag-specific “authentic” memory and foreign Ag-independent MP cells (1–3). A number of previous studies have addressed the features of these two CD4^+^ T-cell populations. Thus, we and other groups showed that nearly all conventional foreign Ag-specific memory cells are resting cells with a slow turnover and are largely major histocompatibility complex (MHC)-independent while heavily dependent on the cytokines IL-7 and/or IL-15. In contrast, naturally arising MP cells comprise a mixture of fast-proliferating, MHC-dependent cells together with slowly proliferating, IL-7-dependent cells (12, 22, 23). However, a definitive comparison of these subsets was not possible because of the lack of phenotypic markers.

Our present study addressed this long-standing problem by searching for phenotypic differences between MP and foreign Ag-specific memory CD4^+^ T cells. As shown here, we have identified CD127, Sca1, and Bcl2 as key markers that are differently expressed in these two lymphocyte populations. Thus, our data demonstrate that foreign Ag-specific memory T lymphocytes comprise a homogeneous population of CD127^hi^ Sca1^hi^ Bcl2^hi^ cells, while MP cells are a heterogeneous mixture of CD127^lo~hi^ Sca1^lo~hi^ that are mostly Bcl2^lo^ (summarized in **Figure S5**). While in the case of CD8^+^ T lymphocytes T_VM_ and foreign Ag-specific memory cells have been previously reported to be distinguishable from each other based on their levels of integrins α4, α1, and β1 as well as NKG2D (41, 42), our findings are the first to demonstrate differential marker expression between CD4^+^ MP and foreign Ag-specific memory cells and strongly support the notion that these two cell types are qualitatively distinct. Furthermore, employing these markers, we have identified distinct types of subsets within the MP population, with inflammatory activity predominantly associated with the CD127^hi^ Sca1^hi^ phenotype.

The mechanisms responsible for the generation and maintenance of foreign Ag-specific memory CD4^+^ T lymphocytes are well defined (2). Thus, in conventional adaptive immune responses against pathogens, naïve T lymphocytes that are specific for challenge Ags robustly proliferate to give rise to effector cells that contribute to host defense. After pathogen clearance, most effector cells die, leaving a small residual population of foreign Ag-specific memory cells that protects the host from secondary infection with the same pathogen. For memory cells to exert such long-term host-protective function, they need to survive long term in the absence of stimulation by cognate foreign Ags. IL-7 serves a major role in this function (12, 14, 15). This cytokine triggers T cells through its receptor to promote their survival by inducing Bcl2 upregulation and basal turnover in memory cells. In this context, our finding that foreign Ag-specific memory cells express high levels of CD127 and Bcl2 is not surprising.

In contrast, the mechanisms responsible for MP cell maintenance have been less clearly understood (1–3). In the past, this process has been investigated primarily by transferring MP cells to congenic, usually lymphopenic, recipient mice and analyzing the donor cells 1~2 weeks later. Previous reports established that under such situations, MP CD4^+^ T lymphocytes exhibit two different types of cell division (i.e., slow and fast homeostatic proliferation) as compared to foreign Ag-specific memory cells that exhibit mild and homogeneous cell expansion, and that slow proliferation requires IL-7 while rapid cell division is more dependent on TCR and costimulatory signaling (11–13). Here we provide new evidence suggesting that IL-7-dependent slow expansion can occur homeostatically in physiologic, non-transferred conditions since we observed that some MP cells express functional IL-7 receptors as evidenced by the joint presence of CD127 and CD132 (**Figures 1G**, **5G**) and that such CD127^hi^ subsets display lower levels of Ki67 than their CD127^lo^ counterparts (**Figure 1J**). In addition, under these normal lymphoreplete conditions, TCR-dependent fast cell division was the most conspicuous for CD127^lo^ MP cells and was marked by a Ki67^+^ phenotype (**Figure 1J**) together with evidence of strong TCR and CD28 signaling (**Figure 4**).

In lymphosufficient conditions, we previously suggested that rapid proliferation of MP CD4^+^ T lymphocytes is balanced by comparable cell death (4), a situation distinct from that observed with quiescent foreign Ag-specific memory cells (15, 22). Our present data are consistent with this difference since Bcl2, which is critical for T lymphocyte longevity (32), was significantly lower in MP as compared to foreign Ag-specific memory cells (**Figure 2B**). This low Bcl2 expression in MP cells was maintained after LCMV infection, a situation that is particularly apparent in the CD127^lo^ or Sca1^lo^ subsets within the CD44^hi^ CD62L^lo^ population in infected mice (**Figure 2B**). Together with our observation that the CD127^lo^ or Sca1^lo^ subsets (i.e., CD127^hi^ Sca1^lo^, CD127^lo^ Sca1^hi^, and CD127^lo^ Sca1^lo^ cells) were largely unchanged after LCMV infection (**Figure 1G**), these data argue that the Bcl2^lo^ as well as CD127^lo~hi^ and Sca1^lo~hi^ phenotype is a unique feature of MP T lymphocytes regardless of whether animals have been pathogen exposed. The above findings are also consistent with our hypothesis based on previous studies with *Toxoplasma* infection that during the early stages following pathogen challenge, the short-lived Bcl2^lo^ MP cell population contributes to transient host protection until this function is replaced through the development of Bcl2^hi^ foreign Ag-specific memory cells (4, 5).

In addition to the large low Bcl2 expression in MP cells, we observed that ~10% of CD127^hi^ Sca1^hi^ MP cells are Bcl2^hi^ (**Figures 2B**, **S1C**). In this regard, a previous study pointed out that MP cells contain a minor fraction of cells that closely resemble Ag-specific memory cells, although whether the Ags driving the MP cells are foreign or self was unclear (12). In the present study, the minor CD127^hi^ Sca1^hi^ Bcl2^hi^ MP cells were not reduced in GF or AF mice and even increased in the former animals (**Figure 2F**), arguing that these cells can arise through contact with self Ags, although the explanation for why the same fraction was elevated in GF mice remains unclear. Interestingly, the Bcl2^hi^ MP cell compartment was enriched in CD44^hi^ CD62L^hi^ CD4^+^ T cells (**Figure S2**), i.e., the counterpart of the “central memory” cells that form the bulk of CD44^hi^ MP CD8^+^ T lymphocytes (41, 43). These CD62L^hi^ cells may be viewed as fully differentiated MP cells, for both CD4^+^ and CD8^+^ T cells.

For CD4^+^ MP cells, the relative paucity of CD44^hi^ CD62L^hi^ cells correlates with low expression of CD122 on CD4^+^ versus CD8^+^ T cells, thereby making mature CD4^+^ MP cells poorly reactive to IL-15 and therefore largely dependent on IL-7 for their survival (12). Since levels of IL-7 are low in lymphoreplete animals (44), one can envision that survival of MP CD4^+^ T cells is heavily dependent on contact with self Ag/MHC complexes, with only a few of the responding cells able to slowly differentiate into an MHC-independent resting state. This small fraction of Bcl2^hi^ cells may reflect the self-driven counterparts of foreign Ag-specific memory CD4^+^ T cells. In the case of the latter population, their rapid switch to a fully differentiated state after initial induction may simply reflect that, unlike MP cells, foreign Ag-specific memory cells rapidly lose contact with stimulatory Ags when the pathogen concerned is eliminated, forcing the surviving cells to become MHC-independent.

The factors controlling the generation and maintenance of MP cells through contact with available ligands including self Ags are still poorly understood (1–3). For CD4^+^ MP cells, it is striking that the component of fast-proliferating cells in lymphoreplete hosts is far more conspicuous than for CD8^+^ cells (12, 16) and, as mentioned above, is accompanied by prominent signs of TCR activation on the responding CD4^+^ T cells (**Figures 4C, D**). The reason for this difference is unclear but it could reflect higher intrinsic TCR affinity for self ligands by CD4^+^ than CD8^+^ T cells. Thus, CD5 expression is substantially higher on naïve CD4^+^ than CD8^+^ T cells (45). Furthermore, this higher affinity to self Ags in CD4^+^ T lymphocytes may account for their capacity to regulate T-cell homeostasis. Indeed, a previous report showed that CD4^+^ T cells that react to subthreshold, endogenous peptide ligands compete with other T-cell clones with similar TCR specificities, thus preventing their outgrowth (46). However, why some naïve T lymphocytes spontaneously initiate responses to self Ags and then differentiate into resting cells remains unclear.

Despite their still undefined origin, MP CD4^+^ T cells can exert host protective effector function in response to IL-12 (4, 5). Our finding that these cells vary in their expression of CD127, Sca1, and Bcl2 allowed us to examine which subsets of CD4^+^ MP cells possess this cytokine reactivity. We observed that the capacity to respond to IL-12 and exert Th1-dependent inflammation *in vitro* is controlled largely by the mature CD127^hi^ Sca1^hi^ subset (**Figure 5**). We further identified that the same subset induces the most severe colitis when transferred to *Rag2* KO mice (**Figure 6**), demonstrating its potential role in inflammation *in vivo*. Because in the present study we employed an artificial transfer model where MP subsets are individually transferred to host mice deficient in B and T lymphocytes including regulatory T cells (Tregs), further investigation using more physiological settings is needed to confirm this proposed function.

The above evidence that CD127^hi^ Sca1^hi^ MP cells can exhibit inflammatogenic properties *in vitro* and *in vivo* supports our previous hypothesis that MP cells may have the ability to drive and/or exacerbate inflammation because of their self-specificity and tonic T-bet expression (4, 5). Given that MP cells can also contribute to Th1 cytokine-dependent host resistance to infection (4, 5), the inflammatory CD127^hi^ Sca1^hi^ subset can be regarded as a double-edged sword. This raises the interesting question of how their potentially immunopathologic function is inhibited in healthy animals. One possibility is that the activity of MP T lymphocytes is normally dampened by Tregs. In support of this notion, acute depletion of Tregs is known to induce systemic inflammation even in the absence of foreign Ags (47, 48). In addition, pathological autoreactivity might be repressed by other cell-intrinsic mechanisms. Indeed in CD8^+^ T cells, TCR signaling is known to be inhibited by upregulation of CD5 and CD45 and by downregulation of CD8 (49–51). Whether this is also the case in CD4^+^ MP lymphocytes remains to be investigated.

The findings reported here define MP CD4^+^ T lymphocytes as a unique but heterogeneous population that differs from conventional foreign Ag-specific memory cells in marker expression and establishes functional relevance for the mature subset of CD127^hi^ Sca1^hi^ MP cells. With defined markers now available, it will be of interest to search for further phenotypic and functional differences between the two cell types in future studies. Similarly, it will be important to determine if similar phenotypic differences between self-driven MP and foreign Ag-specific memory cells occur in humans. The existence of an MP-like population in humans is suggested by the observation of CD4^+^ T lymphocytes with an activated phenotype in cord blood and fetal tissues where an encounter with foreign Ags is likely to be very limited or non-existent (52, 53). Should such a population exists, one would predict it to display a low-level expression of CD127 and Bcl2. If an MP subpopulation can be demonstrated in humans, the subset could serve as a potential therapeutic target, either by boosting its activity to limit infection or by inhibiting its function to treat autoimmune and other inflammatory conditions.

## Materials and Methods

### Mice

C57BL/6 CD45.2^+^ WT mice were purchased from Taconic Biosciences (Rensselaer, NY, USA) or Japan SLC (Hamamatsu, Japan). *Rag2* KO and CD45.1^+^ WT mice were obtained from the National Institute of Allergy and Infectious Diseases (NIAID) contract facility at Taconic Biosciences or breeding stock maintained at Tohoku University Graduate School of Medicine. Nur77-GFP and Foxp3-RFP reporter mice were obtained from Jackson Laboratory (Bar Harbor, ME, USA). CD4-CreERT2 TCRα^flox^ mice are previously described (5). All mice were maintained in SPF animal facilities in the NIAID, National Cancer Institute (NCI), National Institutes of Health (NIH), or Tohoku University Graduate School of Medicine except for GF and AF mice, which were bred and maintained in the animal facility of Pohang University of Science and Technology as previously described (33). All mice were used at the age of 8–16 weeks except in the case of **Figures 3A, B**, where mice of indicated ages were utilized. The care and handling of the animals used in our studies were in accordance with the animal study protocols approved by the NIAID or NCI Animal Care and Use Committee, by the Institutional Committee for the Use and Care of Laboratory Animals of Tohoku University, or by the Institutional Animal Care and Use Committees of the Pohang University of Science and Technology.

### Thymectomy

Thymectomy was performed on 8~12-week-old mice under aseptic conditions. Sham thymectomy was conducted with the same procedure except that thymic lobes were left intact. At the end of the experiments, the thymic deficiency was confirmed by careful macroscopic inspection.

### Lymphocytic Choriomeningitis Virus Infection

LCMV Armstrong was propagated in baby hamster kidney-21 fibroblast cells [American Type Culture Collection (ATCC)]. Viral titers were determined by plaque assay using Vero African-green-monkey kidney cells (ATCC). Viral stocks were frozen at −80°C until use. For infection, mice were intraperitoneally injected with 2 × 10^5^ plaque-forming unit/mouse of the virus as previously described (22).

### *In Vivo* Chemical and mAb Treatment

To activate CreERT2 recombinases, mice received an intraperitoneal injection of TMX (20 mg/mouse) dissolved in corn oil (both Sigma-Aldrich, St. Louis, MO, USA) as previously described (5). To block IL-12 p40 or CD80/86 signals, anti-IL-12B p40 (C17.8), CTLA4-Ig, or control IgG (300 μg/20 g body weight; all from Bio X Cell, West Lebanon, NH, USA) were administered every 3 days as reported (4, 5). To inhibit lymphocyte egress from the thymus and lymph nodes, FTY720 (20 μg/20 g body weight; Cayman Chemicals, Ann Arbor, MI, USA) dissolved in phosphate-buffered saline (PBS) or control PBS was given to mice every day (20).

### Cell Sorting and Adoptive Transfer

Total CD4^+^ T lymphocytes were obtained from pooled splenocytes and lymph node cells of donor mice using a CD4^+^ T Cell Isolation Kit or CD4 Microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany). Naïve CD4^+^ T cells were then purified by sorting for CD4^+^ CD25^neg^ CD44^lo^ CD62L^hi^ cells using a fluorescence-activated cell sorting (FACS) Aria II (BD Biosciences, San Jose, CA, USA). To obtain MP cell subsets, CD127^hi^ Sca1^lo^, CD127^hi^ Sca1^hi^, CD127^lo^ Sca1^hi^, and CD127^lo^ Sca1^lo^ subpopulations among CD4^+^ CD25^neg^ CD44^hi^ CD62L^lo^ cells from WT mice or CD4^+^ Foxp3^neg^ CD44^hi^ CD62L^lo^ cells from Foxp3-RFP reporter mice were sorted. Purity was >96%. For adoptive transfer experiments, depending on the experiments, 2 × 10^5^ to 1 × 10^6^ donor cells were intravenously injected into recipient animals.

### Assessment of Severity of Colitis

After MP subpopulations were transferred to *Rag2* KO mice, the animals were monitored for body weight. The disease activity index (DAI) score was assessed based on clinical symptoms as previously described (54). The histological score of the proximal portion of the colon was measured as previously reported (55).

### Flow Cytometric Analysis

Single-cell suspensions were prepared from spleens and red blood cells lysed in ACK buffer. In some experiments, splenic cells were further enriched for CD4^+^ T lymphocytes using a CD4^+^ T Cell Isolation Kit or CD4 Microbeads (Miltenyi Biotec). To obtain colonic cells, lamina propria mononuclear cells were isolated as previously described (54). Cells were suspended in staining buffer (PBS supplemented with 2% fetal bovine serum (FBS)) and incubated with CD16/32 mAb (2.4G2; Harlan Bioproducts, Indianapolis, IN, USA) for 10 min on ice. Cells were then incubated with the following mAbs or their combination for 20 min on ice: CD4 (RM4-5), CD8 (53-6.7), CD44 (IM7), CD62L (MEL-14), anti-NK1.1 (PK136), anti-TCRβ (H57-597) (Thermo Fisher Scientific, Waltham, MA, USA), CD3 (17A2), CD5 (53-7.3), CD25 (PC61), CD45.1 (A20), CD45.2 (104), CD69 (H1.2F3), CD122 (TM-β1), CD127 (A7R34), CD132 (TUGm2) (BioLegend, San Diego, CA, USA), and Sca1 (D7) (BD Biosciences). Tetramer staining used CD1d (PBS-57), I-Aβ-GP66, and I-Aβ-NP309 tetramers, obtained from the NIH Tetramer Core Facility (Emory University, Atlanta, GA, USA). To detect intracellular products, cells were fixed and permeabilized using Foxp3/Transcription Factor Staining Buffer Set for 30 min on ice after surface staining and then stained with mAbs against Bcl2 (10C4), Foxp3 (FJK-16s), Ki67 (SolA15) (Thermo Fisher Scientific), and/or IFN-γ (XMG1.2) (BioLegend) for 20 min on ice. For T-bet detection, fixed cells were stained with anti-T-bet (O4-46; BD Biosciences) mAb for 2 h at room temperature. Flow cytometry was performed using either Canto II, LSR II, Fortessa, or Symphony cytometers, and the data were analyzed with FlowJo software (BD Biosciences). Gating strategies are previously described (4, 5) and briefly summarized in **Figure S6**.

### Single-Cell RNA Sequencing Analysis

MP and foreign Ag-specific memory CD4^+^ T lymphocytes were obtained by sorting for TCRβ^+^ CD4^+^ CD25^neg^ CD44^hi^ CD62L^lo^ CD1d-tetramer^neg^ cells from uninfected mice and TCRβ^+^ CD4^+^ CD25^neg^ CD44^hi^ CD62L^lo^ GP66-tetramer^+^ cells from LCMV-infected mice, respectively. Sorted cells were then loaded onto the 10× Chromium platform using the Chromium Single Cell 3′ Library & Gel Bead Kit V2 according to the manufacturer’s instructions (56). Libraries were sequenced on the Illumina NextSeq using paired-end 26 × 98 bp, and sequencing files were processed to extract count matrices using the Cell Ranger Single Cell Software Suite (v2.2.0). Further analyses were performed in R using the Seurat package (3.0) (57). Scoring analyses for memory and Th1 signatures were performed as previously described (27). For cell cycle and anti-apoptotic signatures, genes were determined based on previous studies (26, 31) (**Table S1**). The obtained dataset is deposited on the Gene Expression Omnibus (GEO) (GEO number: GSE145999; token: kdspeciofrwhdod).

### Real-Time qPCR

For detection of *Il12rb1*, *Il12rb2*, *Il18r1*, and *Il18rap* mRNA, total RNA was extracted from sorted cells using the RNeasy Mini Kit (Qiagen, Hilden, Germany) and reverse-transcribed with SuperScript III Reverse Transcriptase (Thermo Fisher Scientific). For detection of TRECs, total DNA was isolated from sorted cells using the DNeasy Blood & Tissue Kit (Qiagen). Real-time PCR was performed using the THUNDERBIRD SYBR qPCR Mix (Toyobo, Osaka, Japan). qPCR analysis was carried out using a 7500 real-time PCR system (Thermo Fisher Scientific). Relative gene expression was calculated by the ΔCt method and normalized to the amount of *Gapdh*. The following primer sets were used: *Il12rb1*, 5′-CCCCAGCGCTTTAGCTTT-3′ and 5′-GCCAATGTATCCGAGACTGC-3′ (58); *Il12rb2*, 5′-AATTCTTCTTCACTTCCGCATACG-3′ and 5′-GCTCCCAGAAGCATTTAGAAAGT-3′ (59); *Il18r1*, 5′-GCTCAGACCCTAATGTGCAAG-3′ and 5′-TGCAGTTTGCCTTCAGAAATC-3′; *Il18rap*, 5′-TGCAATGAAGCGGCATCTGT-3′ and 5′-CCGGTGATTCTGTTCAGGCT-3′ (60); TRECs, 5′-CATTGCCTTTGAACCAAGCTG-3′ and 5′-TTATGCACAGGGTGCAGGTG-3′ (61); and *Gapdh*, 5′-CCAGGTTGTCTCCTGCGACTT-3′ and 5′-CCTGTTGCTGTAGCCGTATTCA-3′ (4).

### *In Vitro* Cell Culture and Cytokine Detection

In **Figures 5**, **S4**, total splenocytes or FACS-sorted MP subsets were stimulated with IL-12p70 (10 ng/ml; PeproTech, Cranbury, NJ, USA), IL-18 (10 ng/ml; MBL, Nagoya, Japan), and/or IL-2 (10 ng/ml; Ajinomoto, Tokyo, Japan) in Roswell Park Memorial Institute (RPMI) complete media for the indicated period at 37°C. At the last 6 h of incubation, Brefeldin A (1 μg/ml; BioLegend) was added. In **Figure 6I**, total cell suspensions were incubated in RPMI complete media supplemented with phorbol myristate acetate (PMA) (20 ng/ml) and ionomycin (1 μg/ml; both from Sigma-Aldrich) for 5 h at 37°C in the presence of Brefeldin A. Cells were then harvested and subjected to intracellular staining as described above.

### Statistical Analysis

A Student’s *t*-test was employed to establish statistical significance. *p*-Values <0.05 were considered significant.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE145999.

## Ethics Statement

The animal study was reviewed and approved by the NIAID/NCI Animal Care and Use Committee, the Institutional Committee for the Use and Care of Laboratory Animals of Tohoku University, or the the Institutional Animal Care and Use Committees of the Pohang University of Science and Technology.

## Author Contributions

TK and AS designed the research. TK, TC, KK, ST, AK, TS, and RT performed the experiments. NI, DJ, JZ, JS, and RB provided collaborative support. TK, JS, and AS wrote the manuscript. All authors listed have made a substantial, direct, and intellectual contribution to the work and approved it for publication.

## Funding

This work was supported in part by the Intramural Research Programs of the NIAID and the NCI, Center for Cancer Research, NIH. TK also received support from the Japan Society for the Promotion of Science, Astellas Foundation for Research on Metabolic Disorders, Daiichi Sankyo Foundation of Life Science, Kobayashi Foundation, Mochida Memorial Foundation for Medical and Pharmaceutical Research, Life Science Foundation of Japan, Ohyama Health Foundation, Senshin Medical Research Foundation, Takeda Science Foundation, The Cell Science Research Foundation, The Chemo-Sero-Therapeutic Research Institute, The Mitsubishi Foundation, The Sumitomo Foundation, The Uehara Memorial Foundation, and The Waksman Foundation of Japan. In addition, TK received funding from Bristol-Myers Squibb. The funder was not involved in the study design, collection, analysis, interpretation of data, the writing of this article or the decision to submit it for publication.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

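MP CD4+ T cells of uninfected mice and GP66-specific memory CD4+ T cells of LCMV-infected mice were each measured in 1 droplet library. The authors sequenced the libraries on a NextSeq, counted UMIs per gene and barcode with Cell Ranger, and deposited these raw counts for all barcodes of the kit, without normalization or a choice of cells. The genome build and gene annotation used for counting are not given in the sources used here. Genes are named as the deposited gene list names them. Of its Ensembl identifiers, 28339 are in the GENCODE M21 annotation of GRCm38, and positions of genes are from that annotation, matched by identifier.

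The cells were called again from the counts. A barcode was taken as a cell when its UMI total reached the 99th percentile of the 3000 largest barcodes divided by 10, and cells with under 200 genes or more than 5% of UMIs from mitochondrial genes were removed. Doublets were scored with Scrublet (in scanpy 1.11.5). Its automatic threshold marked 0 MP and 3 memory cells, so the cells with the highest scores were removed at the expected rate of 0.8% per 1000 cells. Clusters at resolution 0.8 with at least 3 markers of B, myeloid or erythroid cells raised at least 5-fold were left out, which removed 13 MP and 0 memory cells. The cells analysed held 617 to 9902 UMIs in MP and 529 to 7412 in memory cells, and a median of 3.05% and 3.42% of UMIs from mitochondrial genes.

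Between the libraries, counts were summed over cells and divided by their total to give CPM. Intervals of CPM are exact Poisson intervals and intervals of shares are exact Clopper-Pearson intervals, at 95%. The interval of the ratio of a gene follows from the exact binomial interval of its UMIs, and that of the median of a list from 1000 Poisson draws. A gene with 0 UMIs in 1 library entered a list with 0.5 UMI. List genes needed 20 UMIs, and each median is given with its percentile among 10000 random lists of the same size, each gene drawn from the 100 nearest in expression. Scores per cell are module scores of Seurat 5.3.0 with 100 control genes in 24 bins, made with R 4.3.3 on cells thinned to 1376 UMIs and again at full depth. No test between the conditions and no count of changed genes was made, because each condition has 1 library.

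MP cells were normalized to 10000 UMIs per cell on a log scale and clustered with Seurat on 2000 variable genes, 20 principal components and 20 neighbors. Leiden clustering in scanpy was the alternative. Clusters are named only where fixed marker lists name them. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used for the rest, with a random seed of 1.

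The gene lists, the main comparisons, most of their alternatives and the rule for naming genes were chosen before the data were examined, from general knowledge of each class of genes, since Table S1 was not used here. The lists are positive and negative regulators of the cell cycle, memory formation, anti-apoptotic genes, Th1 genes, proliferation transcripts, early-response and heat shock genes, sex-linked genes and markers of cell types. Chosen after the data were seen were the fallback for doublets, the limit of 5-fold for other cell types, a minimum of 10 UMIs for genes of a module score, the definition of empty droplets (0.75 to 1.5 times the modal UMI total) and a list of intestinal epithelial genes. Named are 23 genes that the paper names as genes or by their proteins, the 2 highest and the 2 lowest genes of each list with at least 50 UMIs, the 5 highest and the 5 lowest genes between the libraries with at least 100 CPM in 1 of them, and the 5 genes that define each cluster. A result for 1 gene under this rule is not reported here.

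The alternatives changed cell calling, the mitochondrial limit, doublets, *Foxp3*+ cells, depth, scaling, free RNA, the minimum of UMIs, the summary of a list, and the settings of clustering. The list statistic was tested on simulated data with the depths of both libraries, in which 200 of 8166 genes were changed by a log2 ratio of 1. Lists of 20 raised and lowered genes gave medians of 1.00 and −0.99, and 10 of 10 changed lists and 3 of 100 unchanged lists fell outside the middle 95% of random lists. The interval held the true value for 97 of 100 unchanged lists. Clustering was tested on 2000 simulated MP cells in 4 groups with 50 genes raised 4-fold in each, and gave 4 clusters with an adjusted Rand index of 1.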

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

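For early-response and heat shock genes, the tests of free RNA, of scaling, of heat shock transcripts alone and of handling were chosen only after the result was seen, as were the tests of free RNA for *Foxp3* and for epithelial transcripts.

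In subpopulations of MP cells, the paper reports on a reporter of Nur77, which *Nr4a1* encodes. It does not report on early-response and heat shock genes as a class. Over 18 of them, the median log2 ratio of MP over memory cells was −3.55 (−3.89 to −3.39), below all of 10000 matched random lists (middle 95% from −0.23 to 0.70), and all 18 were lower in MP cells. *Atf3* had 0 UMIs in MP and 609 in memory cells, and the median without it was −3.28 over 17 genes. *Hspa1a* was at −7.87, *Fosb* at −7.48, *Ier2* at −1.92 and *Hspa8* at −0.92. *Hspa1a* and *Hspa1b* are near-identical paralogs whose split of reads is uncertain. A small group of memory cells was not the source, since the median thinned memory cell held 24 such UMIs against 5 in MP cells, 4.8 times as many. Free RNA adds to a cell what an empty droplet holds, and would have to make up 91.5% of such UMIs in memory cells to give the median ratio. Empty droplets of that library held 0.843 such UMIs, against 41.0 per cell, and over the 18 genes the median share was 2.18% (1.05 to 2.73), so free RNA was not the whole source. Subtracting a profile decides nothing more. The profile of empty droplets differs between the libraries as the cells do and left the median at −3.51. That of barcodes with at most 50 UMIs gave 1.54 over 15 genes, with free RNA set at 82.8% of the UMIs of memory cells. Scaling by the median of ratios gave −4.04. Receptor signaling without a heat shock response would leave heat shock transcripts alike, but their median was −2.46, with 5 of 5 higher in memory cells. In MP cluster 5, where *Nr4a1* was raised by a log2 ratio of 4.53 and *Egr1* by 2.68 over other MP cells, the heat shock median was 0.04. What stays open is whether the handling of the cells before the droplets were made or a state of the cells in the animal may underlie the difference. With 1 library per condition these cannot be told apart.

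The paper does not report *Foxp3* transcripts in the sorted CD25 neg MP cells. The MP cells held 191 *Foxp3* UMIs in 145 cells, or 4.26% (3.61 to 4.99), and 0 of 5669 memory cells held one. This allows a share of up to about 0.0529% of cells with a UMI, a limit taken as 3 over 5669 and not as an exact interval. In the Treg-like cluster 4, 38.2% of cells held a *Foxp3* UMI, against 1.71% of MP cells elsewhere, at median depths of 1654.5 and 1969 UMIs. Doublets of T cells would raise the depth of the cluster to about 2 times that of other MP cells, but the ratio was 0.84. Free RNA would spread with the UMIs of the clusters. Empty droplets held *Foxp3* at 19.3 CPM, but 66.0% (58.8 to 72.7) of the *Foxp3* UMIs fell in cluster 4, which held 5.80% of the UMIs, and the share in 1 cluster was 62.3% to 75.0% over the 9 other clusterings that kept these cells. *Il2ra*, which encodes CD25, had 28.1 CPM in cluster 4 from 12 UMIs, against 4.75 CPM in other MP cells. Treg cells within the CD25 neg gate and Treg cells that passed an imperfect gate may both underlie this, and neither was tested. The tetramer sort of memory cells and the infection differ between the libraries and stay open as well.

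Transcripts of 20 intestinal epithelial genes, a list written after the low-UMI barcodes had been seen, made up 12.9% (12.7 to 13.0) of the UMIs in MP barcodes with at most 50 UMIs. In the memory library the share was 0.00123%, from 28 UMIs. In MP cells *Defa24* was the most abundant with 296 UMIs, followed by *Gm14851* and *AY761184* with 55 each, and memory cells held 4 UMIs of the list in all. Free RNA in the cell suspension would give empty droplets a like share, but the share in empty droplets was 0.477%, so that low-UMI barcodes exceeded it 27.0 times. Free RNA of 1 composition is thus not the whole source of these UMIs in low-UMI barcodes. Counted per barcode, empty droplets held 0.521, low-UMI barcodes 0.244 and cells 0.221 such UMIs. Free RNA would give a cell what an empty droplet holds, but cells held fewer, and 491 of their 751 were in 9 cells. This argues against free RNA as the source of most such UMIs in cells. For the same reason, free RNA shared by all droplets is unlikely to be the whole source of the UMIs in empty droplets. As the source of a part of them, free RNA stays open. Reads assigned from another library of the same sequencing run are a candidate explanation. It needs these UMIs to cluster on few barcodes. Among low-UMI barcodes with 1 such UMI, 33.5% held another, against 14.6% under an even spread (14.2 to 14.9 over 100 draws), a ratio of 2.29. Fragments of epithelial cells in this library would cluster as well and stay open. Of the 751 such UMIs in MP cells, 491 were in 9 cells with at least 10 of them. No biological explanation was tested.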

How the results depend on the processing

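For the cell cycle, memory and anti-apoptotic lists, subtraction of the empty-droplet profile was chosen only after the data were seen. So were all alternatives for the proliferation list, for early-response and heat shock genes, for the Th1 list between the libraries and for single genes. The others were not. The 8 main results kept their value within counting error, or their count within 1.5 times, in 72 comparisons, moved in 16 and reversed in 2. The 72 include 10 numbers of clusters, most of them set by the rule for the resolution. They also include 11 numbers of combinations of *Il7r* and *Ly6a*, which ran from 2 to 4. Those comparisons could hardly fail the limit of 1.5 times and say little on stability. Among the other results and single genes, 380 did not move, 56 moved and 3 reversed. No paired analysis was possible because each condition has 1 library.

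The lists between the libraries ranged from 0.95 to 2.57 for positive regulators, from −1.18 to 1.17 for negative regulators, from −0.16 to 1.92 for memory genes and from −1.51 to −0.46 for anti-apoptotic genes. Scaling by the median of ratios gave 0.95, −0.64, −0.16 (reversed) and −1.0001, by construction lower by the shift of all genes, and it reversed *Bag1* (−0.036) and *Il2ra* (−0.093). Leaving ribosomal protein and mitochondrial genes out of the totals moved the memory list to 0.22. The log2 ratio of summed CPM was 0.95, −1.18, 0.41 and −1.51, since abundant genes weigh more in a sum. Subtracting the profile of barcodes with at most 50 UMIs gave 2.57, 1.17 (reversed), 1.92 and −1.25, at the 92, 65.41, 95.38 and 0.18 percentile of matched random lists, and reversed early-response and heat shock genes to 1.54. Its markers set the share of free RNA at 94.2% in MP and 82.8% in memory cells, whereas the size of empty droplets gives 5.54% and 1.87%. The profile of empty droplets gave 1.48, −0.12, 0.37 and −0.46. Anti-apoptotic genes moved to −0.64 in thinned cells (the cause was not tested) and to −0.69 without *Bcl2*, which leaves fewer genes.

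The Th1 list in *Il7r* hi *Ly6a* hi clusters ranged from 0.35 to 1.53. It moved to 0.65 with at least 1000 UMIs and 500 genes per cell. There the *Il7r* hi *Ly6a* hi group also held a cluster of 1640 cells with the lowest value of the list, −1.37. The list moved to 0.35 when cells were grouped by detection, which places cells without a captured UMI among the lo cells by construction. There were 2 to 4 combinations of *Il7r* and *Ly6a* over the alternatives. There were 4 to 6 clusters, but the resolution was chosen anew to give at least 4 in all alternatives except the fixed resolution of 0.8, which gave 6. The share of neighbors from the same library ranged from 99.1% to 99.5%, lowest without ribosomal protein, mitochondrial, sex-linked, early-response and heat shock genes (the cause was not tested).

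Depth limits the lists of rare transcripts. Of the positive regulators, 8 of 28 had at least 200 UMIs, and in thinned cells 20 of 28 had at least 20.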

Differences from the paper's values

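The paper divides MP cells into 4 clusters with 4 combinations of *Il7r* and *Ly6a*, and 5 clusters with 3 combinations were found here. Among the alternatives set before the data were examined, a fixed resolution of 0.8 gave 6 clusters. The other 9 gave 4, but their resolution was the lowest that gave at least 4, so that this number is set by the rule. All 4 combinations were present with mitochondrial shares up to 10%, with doublets kept, at resolution 0.8, with all variable genes, with 10 principal components, with thinned cells and with Leiden clustering. With 30 principal components or without *Foxp3*+ cells there were 3, and with at least 1000 UMIs and 500 genes per cell there were 2. Against the mean over all MP cells there were 3, and these include *Il7r* lo *Ly6a* hi for cluster 3. Cluster 2 was then *Il7r* lo *Ly6a* lo, so that *Il7r* hi *Ly6a* lo was absent.

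The paper finds genes of memory T-cell formation lower in MP than in foreign Ag-specific memory cells (Figure 1D). With the list used here the median log2 ratio was 0.33, at the 49.65 percentile of matched random lists, and the score per cell was higher in MP cells by 0.135. Scaling by the median of ratios gave −0.16, but it lowers all genes alike, and the list stood at the 56.2 percentile, so no alternative placed the list low among matched random lists. *S1pr1* and *Eomes* were lower in MP cells, at −1.16 and −0.83. The lists differ, and no test was made here.

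Ranks here are among the clusters of at least 5%. Figure 5B shows 6 genes highest in the *Il7r* hi *Ly6a* hi cluster: *Il7r*, *Tbx21*, *Runx3*, *Id2*, *Ifng* and *Cxcr3*. Of these, 5 were highest in such a cluster here. For *Il7r*, a peak in an *Il7r* hi cluster follows from how the clusters are named, so it says little. The exception, *Ifng*, was highest in the *Il7r* lo *Ly6a* lo cluster 5 (93.3 CPM), and over the 10 alternatives it was highest in an *Il7r* lo *Ly6a* hi cluster in 6 and in an *Il7r* lo *Ly6a* lo cluster in 4. Figure 5B shows *Ly6a* highest in the *Il7r* lo *Ly6a* hi cluster. It was highest here in the *Il7r* hi *Ly6a* hi cluster 1 (923 CPM), and in an *Il7r* hi *Ly6a* hi cluster under all 10 alternatives.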

Other observations

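The tests of the cycling cluster and of free RNA for *Ly6a* were chosen only after the result was seen.

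*Ly6a* transcripts were higher in MP than in memory cells, at 732 against 248 CPM, a log2 ratio of 1.56 (1.49 to 1.63), with a UMI in 52.1% of thinned MP and 25.5% of thinned memory cells (60.5% and 33.2% at full depth). The paper reports that nearly all GP66-specific memory cells carry Sca1 protein at a high level. Free RNA would have to make up 66.1% of the *Ly6a* UMIs of MP cells, but an empty droplet held 0.0806 of them against 1.59 per cell, or 5.08% (4.94 to 5.23). Leaving out the interferon-response cluster gave 1.51, scaling by the median of ratios gave 1.07 and thinning gave 1.58, so none of these removes the difference. A difference between transcript and protein, the infection and a difference between the libraries may each underlie it, and none was tested. *Il7r* was lower in MP cells, at 218 against 291 CPM, a log2 ratio of −0.42 (−0.51 to −0.33), with a UMI in 23.1% and 29.8% of thinned cells (31.4% and 36.8% at full depth). Empty droplets of the MP and memory libraries held *Ly6a* at 738 and 285 CPM and *Il7r* at 160 and 315 CPM.

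Anti-apoptotic genes and negative regulators of the cell cycle were compared with the 580 thinned memory cells that held at most 10 early-response and heat shock UMIs, because an early-response state of memory cells might lower both lists in MP cells. The median of anti-apoptotic genes was −0.40 (−0.67 to −0.23), against −0.64 with all thinned memory cells, and the list stayed low among matched random lists, at the 1.33 percentile against 0.39. The median of negative regulators without *Btg2* was 0.35 (0.02 to 0.60), at the 36.22 percentile. With all thinned memory cells it was 0.06 (−0.27 to 0.23), at the 5.27 percentile. In these 580 cells the early-response and heat shock genes were still at −1.42 (−1.70 to −1.01), outside matched random lists. For either list, an effect of the early-response state thus cannot be told apart from another difference, since these cells still carry part of that state.

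The 39 MP cells of the cycling cluster held 2.89% of the UMIs of MP cells and 45 of their 70 *Mki67* UMIs, at a median of 5436 UMIs per cell, a depth at which doublets remain to be weighed. If this cluster alone raised the positive regulators, the list would fall among matched random lists without it. Its median was 1.16 (0.95 to 1.36) over 22 genes, with 17 higher, at the 99.61 percentile, so the cluster is unlikely to be the whole source. *Mki67* had 9.49 CPM in MP and 2.32 in memory cells, a log2 ratio of 2.03 (1.37 to 2.74), with a UMI in 0.584% and 0.274% of thinned cells (1.41% and 0.441% at full depth) and 2.09 and 1.60 CPM in empty droplets. Over 24 proliferation transcripts the median was 1.4996 (1.07 to 1.61), above all matched random lists, and 0.84 in thinned cells, at the 89.11 percentile. *Birc5* was highest at 3.71 and *Pcna* lowest at −1.19.

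The Th1 list was lower in MP than in memory cells, with a median of −0.93 (−1.18 to −0.86) and 17 of 19 genes lower. It was not compared with the memory cells that held the fewest early-response and heat shock UMIs. An effect of the early-response state of memory cells on this list and on *Ifng* thus stays open. *Ifng* was at 20.2 and 561 CPM, with a UMI in 2.11% and 31.2% of thinned cells (3.11% and 37.5% at full depth) and 18.6 and 739 CPM in empty droplets. *Tbx21* was at 34.2 and 65.0 CPM, *Cxcr3* at 307 and 160, and *Id2* at 762 and 456. *Ccl3* and *Ccl4* lay lowest, at −4.91 and −4.89. The log2 ratios of *Runx3*, *Gzmb*, *Il12rb1*, *Il12rb2*, *Il18r1* and *Il18rap* were −0.33, −0.26, 1.09, −3.84, −1.15 and −1.57, and those of *Il2ra*, *Il2rb* and *Il2rg* were 0.40, −0.05 and −0.44. *Cd44* was at −0.73, *Cd69* at −2.98, *Nr4a1* at −6.22 and *Cd5* at 0.53.

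Among genes with at least 100 CPM in 1 library and 1 UMI in each, *Tspan32* (2.90), *Izumo1r* (2.70), *Capg* (2.51), *Slfn1* (2.48) and *Ptprcap* (2.33) were highest in MP relative to memory cells. *Nr4a2* (−8.42), *Maff* (−7.94), *Hspa1a* (−7.87), *Fosb* (−7.48) and *Nr4a3* (−7.06) were lowest. *Xist* had 1444 CPM in MP and 1333 in memory cells, and 4 Y-linked genes had 4 and 6 UMIs.

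The 5 MP clusters under 5% held 105, 72, 67, 39 and 9 cells. By their markers, the first was NK-, γδ T- or NKT-like, the next Th17-like, the next an interferon-response and the next a cycling cluster. The smallest was defined by *Gm14851*, *AY761184*, *Defa21*, *Itln1* and *Mptx2*.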
